# Effects of first-generation in utero exposure to diesel engine exhaust on second-generation placental function, fatty acid profiles and foetal metabolism in rabbits: preliminary results

**DOI:** 10.1038/s41598-019-46130-x

**Published:** 2019-07-04

**Authors:** Delphine Rousseau-Ralliard, Sarah A. Valentino, Marie-Christine Aubrière, Michèle Dahirel, Marie-Sylvie Lallemand, Catherine Archilla, Luc Jouneau, Natalie Fournier, Christophe Richard, Josiane Aioun, Anaïs Vitorino Carvalho, Lecardonnel Jérôme, Rémy Slama, Véronique Duranthon, Flemming R. Cassee, Pascale Chavatte-Palmer, Anne Couturier-Tarrade

**Keywords:** Fatty acids, Developmental biology

## Abstract

Atmospheric pollution has major health effects on directly exposed subjects but intergenerational consequences are poorly characterized. We previously reported that diesel engine exhaust (DE) could lead to structural changes in the placenta of *in utero* exposed rabbits (first generation, F1). The effects of maternal exposure to DE were further studied on second-generation (F2) rabbits. Pregnant F0 females were exposed to filtered, diluted DE (1 mg/m^3^, median particle diameter: 69 nm) or clean filtered air (controls) for 2 h/day, 5 days/week by nose-only exposure during days 3–27 post-conception (dpc). Adult female offspring (F1) were mated to control males: F1 tissues and F2 foeto-placental units were collected at 28 dpc and placental structure and gene expression (microarray) analysed. Fatty acid profiles were determined in foetal and maternal plasma, maternal liver and placenta. In F1, compared to controls, hepatic neutral lipid contents were increased in exposed animals without change in the blood biochemistry. In F2, the placental lipid contents were higher, with higher monounsaturated fatty acids and reduced pro-inflammatory arachidonic acid (AA), without placental structural changes. Conversely, the proportion of anti-inflammatory n-3 polyunsaturated fatty acids in F2 plasma was increased while that of AA was decreased. Gene set enrichment analyses (GSEA) of F2 placenta transcriptomic data identified that the proteasome complex and ubiquitin pathways genes were over-represented and ion channel function and inflammation pathways genes were under-represented in exposed animals. These preliminary results demonstrate that diesel engine exhaust exposure and *in utero* indirect exposure should be considered as a programming factor within the context of the DOHaD (Developmental Origins of Health and Disease) with a probable intergenerational transmission.

## Introduction

Air pollution has become a major health concern in most industrialized and non-industrialized countries over the last decades^1^. Diesel exhaust (DE) is a major contributor to air pollution worldwide. DE comprised a large variety of compounds, including a solid particular fraction that mainly consists of soot, and liquid and gaseous fractions^2^. Current European and North American regulation services limit the diesel motor vehicle emission of carbon monoxide, nitric oxides, hydrocarbons, and particles (size and concentration). Thus, modern motors are equipped with particle filters that reduce PM10 (particulate matter with an aerodynamic diameter below 10 µm) and PM2.5 (<2.5 μm) emissions. Ultrafine or nanoparticles (<100 nm), however, may not be efficiently filtered from the exhaust^3^ and their impact on human health needs to be evaluated. Several studies in humans and animals have associated reduced foetal growth, low birth weight and long-term offspring outcomes with *in utero* exposure to air pollutants, such as DE^4–10^. Several studies have indicated that placental function is affected by air pollutants^11–13^, probably through inflammation and oxidative stress. Comparisons between studies, however, remain difficult due to the large array of exposition routes and windows of exposure as well as the pollutant and particle concentrations used.

The maternal environment, extended across the full range of maternal conditions, is an important component of an offspring’s risk of developing metabolic disease in adulthood. These maternal effects are based on the epigenetic memory of early developmental conditions and there is some evidence for their transmission to succeeding generations^14,15^.

Experimental studies of the intergenerational effects of exposure to atmospheric pollution have mostly been conducted in rodents, and mainly focused on offspring reproductive function. Thus, in rodents, maternal (F0) exposure to DE or nanoparticles was shown to reduce daily sperm production and alter steroidogenesis in first generation (F1) males^16^. In females, the ovarian reserve was reported to be decreased (reduced number of primary follicles) after maternal exposure to DE^17^. These results suggest that offspring gonads and gametes may be affected, thus possibly inducing second-generation effects, as described with other environmental factors^18,19^. In any case, little is known about intergenerational effects of DE exposure. One Brazilian study showed that in mice, continuous exposure to urban San Paulo pollution over 3 generations altered second generation female fertility and increased the incidence of foetal abortion, decreased foetal weight and altered placental structure in the third generation^8,9^.

Here, the intergenerational effects of *in utero* F1 exposure to DE on the second (F2) generation were studied using a rabbit model. The rabbit was chosen as a particularly appropriate model because compared to rodent placenta the haemochorial placental structure of a rabbit is closer to that of a human^20,21^. The data presented here build upon previously published data generated in the same experiment, demonstrating that F2 foeto-placental biometry was not disturbed consecutively to the *in utero* exposure of the F1 generation to DE^7^. Nevertheless, total plasma cholesterol and non-HDL cholesterol were reduced (−25.9% and −26.0%, respectively) and plasma triglycerides were increased (+25.9%) in the macroscopically normal F2 foetuses of the exposed group compared to those of the control group^7^.

In the present study, F1 adult end-gestational metabolism (with a focus on liver) and placental function in the second (F2) generation were explored at the biochemical, histological and molecular levels to understand how maternal metabolism through the placenta contributed to foetal dyslipidaemia without affecting biometry.

## Results

In this study, hereafter, CC refers to F2 foeto-placental units collected from F1 control (C) dams, and EC refers to F2 foeto-placental units collected from *in utero*-exposed F1 (E) dams, with no further exposure of these F1 females after birth until adulthood and during their own gestation. In the previously published part of this study by Valentino *et al*., 2016, although F2 placental and foetal biometry were not different between CC and EC gestations, significant differences were found for F2 foetal plasma biochemistry as described above in the Introduction^7^.

### Maternal biochemistry and histological analyses of the liver at 28 dpc

In contrast with the findings in the foetuses, there was no significant difference for any studied plasma biochemical parameter in the F1 adult dams at 28 dpc (Supplementary Table S1). Nevertheless, using a histological approach, liver steatosis was observed in exposed compared to control dams (Supplementary Fig. S1). The hepatocytes in pregnant exposed F1 adult rabbits at 28 dpc presented numerous intracellular micro and macro vacuoles, corresponding to lipid vesicles, which were not positive for Periodic Acid Schiff (PAS, glycogen staining), compared to those in pregnant control F1 females.

### Placental stereology

No change in F2 foetal or placental weight was reported previously^7^. As a reminded, the litter sizes ranged from 6 to 13 fetuses without difference in sex ratio or change in fetal weight between groups. The cellular composition of the labyrinthine area was explored by stereology (Supplementary Fig. S2) and there was no significant difference between the two groups for the relative volume fraction and surface density of the maternal blood space, trophoblast and foetal vessels (Supplementary Table S2).

### Fatty acid analyses: fatty acid concentrations

Maternal (F1) and foetal (F2) plasma fatty acid concentrations and maternal liver and placenta tissue FA concentrations were determined (Table 1). Phospholipids (PL, corresponding to cell membranes) and neutral lipids (NL, corresponding to intracellular lipid storage) were determined in the placentas and maternal livers. In the placentas, the intracellular neutral lipid concentration was significantly increased in EC compared to that in CC (+95.1%, p = 0.0002) whereas there was no difference between the groups for phospholipid fatty acid concentrations.

**Table 1:** Fatty acid concentrations in plasma and liver from control (C) or exposed (E) F1 dams and in F2 fetal plasma and placentas (CC and EC, respectively) at 28 dpc.

Maternal tissues	Effective		Median [Q1; Q3]		Fully adjusted linear model		
	C	E	Control	Exposed	β value	CI	p-value
Maternal F1 plasma (µg/mL)	3	9	396.4 [325.4; 463.6]	390.2 [359.5; 454.0]	7.03	[−98.21; 112.26]	0.901
Maternal F1 liver (NL) (mg/g of liver)	3	9	44.7 [41.1; 65.4]	107.6 [89.9; 125.5]	56.37	[16.12; 96.61]	0.050*
Maternal F1 liver (PL) (mg/g of liver)	3	9	18.8 [14.1; 21.2]	18.5 [15.6; 23.4]	−3.43	[−10.49; 3.64]	0.391
**Fetal tissues**	**CC**	**EC**	**CC**	**EC**	**β value**	**CI**	**p-value**
F2 Placenta (NL) (mg/g of placenta)	11	11	1.7 [1.5; 1.9]	3.4 [2.8; 4.2]	1.74	[1.26; 2.22]	0.0002***
F2 Placenta (PL) (mg/g of placenta)	12	12	3.3 [2.9; 3.7]	5.4 [3.4; 6.4]	2.03	[−0.16; 4.22]	0.109
F2 Fetal plasma (µg/mL)	12	12	385.4 [346.7; 407.9]	482.7 [460.9; 577.8]	113.84	[41.58; 186.09]	0.021*

*Data are expressed as Median[Q1;Q3]. C and CC: F1 and F2 control samples, respectively; CI: 95% Confidence Interval; E and EC: F1 and F2 exposed samples, respectively; NL: neutral lipids for intracellular lipid storage; PL: phospholipids for cell membranes* “Statistics with *P < 0.05” and **P < 0.01.

Because EC placentas were enriched in fats, the fatty acid profiles of F1 maternal and F2 foetal plasma were analysed. The fatty acid concentrations in foetal plasma were significantly increased (+25.2%, p = 0.021) in EC foetuses compared to those of CC. Maternal plasma fatty acid concentrations were similar between groups, confirming the biochemical observations. Because maternal plasma fatty acid concentrations were not different among groups, the maternal liver was further explored to understand the increase in the fatty acid content in both foetal plasma and placenta. Thus, intracellular neutral lipid concentrations were significantly increased in the livers of exposed dams compared to those of control dams (p = 0.049), confirming the histological observations of liver steatosis in exposed F1 females once pregnant.

### Qualitative fatty acid analyses: fatty acid profiles

#### Fatty acid profile in F1 maternal plasma

The proportion of palmitic acid (PA, C16:0) tended to be higher (+9.3%, p = 0.067) whereas C16:1n-7 and C18:3n-3 were decreased (−39.1%, p = 0.027 and −36.7%, p = 0.019, respectively) in the maternal plasma of exposed F1 dams compared to that in the controls (Table 2). Polyunsaturated fatty acids (PUFA), especially those from n-3 series, tended to be reduced in exposed compared to control dams (−27.8%, p = 0.068). PCA confirmed these differences but no specific fatty acid signature related to their *in utero* exposure could be identified (Supplementary Fig. S3).

**Table 2:** Fatty acid profiles in plasma of control (C) and *in utero* exposed (E) F1 adult pregnant dams at 28dpc (% of total fatty acids).

Variable	Number of dams		Median [Q1; Q3]		Fully adjusted linear model		
	C	E	Control	Exposed	β value	CI	p-value
C16:0 (PA)	3	9	29.1 [28.5; 30.1]	31.8 [30.4; 32.8]	2.55	[0.53; 4.57]	0.067
C16:1n-7	3	9	10.4 [8.2; 11.5]	6.4 [6.1; 8.2]	−3.15	[−4.98; −1.31]	0.027*
Total C16:1	3	9	10.9 [8.6; 11.9]	7.1 [6.6; 8.6]	−3.10	[−4.91; −1.28]	0.028*
C18:0 (SA)	3	9	8.0 [6.0; 9.2]	10.0 [8.7; 12.7]	3.73	[−0.90; 8.36]	0.186
Total C18:1	3	9	25.2 [25.0; 28.8]	25.4 [24.2; 29.5]	−1.03	[−8.21; 6.15]	0.791
C18:2 n-6 (LA)	3	9	17.7 [16.9; 17.9]	16.2 [15.4; 17.3]	−1.25	[−2.44; −0.06]	0.106
C18:3 n-3 (ALA)	3	9	2.8 [2.5; 3.3]	1.8 [1. 6; 2.0]	−1.22	[−1.85; −0.59]	0.019*
C20:4 n-6 (AA)	3	9	1.5 [0.9; 1.6]	1.0 [0.8; 1.7]	−0.06	[−0.84; 0.72]	0.892
C20:5 n-3 (EPA)	3	9	0.02 [0.00; 0.04]	0.04 [0.02; 0.37]	0.18	[−0.34; 0.71]	0.529
C22:4 n-6	3	9	0.04 [0.04; 0.11]	0.04 [0.03; 0.06]	−0.01	[−0.08; 0.06]	0.794
C22:5 n-6	3	9	0.08 [0.00; 0.08]	0.06 [0.05; 0.11]	0.04	[−0.05; 0.14]	0.397
C22:5 n-3 (DPA)	3	9	0.07 [0.05; 0.08]	0.05 [0.02; 0.08]	−0.01	[−0.07; 0.05]	0.710
C22:6 n-3 (DHA)	3	9	0.05 [0.04; 0.07]	0.04 [0.03; 0.06]	−0.01	[−0.05; 0.03]	0.608
Total SFA	3	9	39.9 [38.7; 40.0]	44.9 [41.5; 47.5]	6.37	[−0.98; 13.71]	0.162
Total MUFA	3	9	37.8 [36.7; 37.9]	34.6 [31.4; 37.3]	−4.04	[−10.34; 2.25]	0.272
Total n-6 PUFA	3	9	19.7 [19.4; 20.1]	18.9 [17.6; 19.3]	−1.16	[−3.05; 0.72]	0.289
Total n-3 PUFA	3	9	3.2 [2.9; 3.7]	2.3 [2.1; 2.8]	−1.11	[−2.01; −0.22]	0.068
n-6/n-3 PUFA ratio	3	9	6.4 [5.3; 6.8]	8.2 [6.6; 9.5]	2.64	[−0.59; 5.88]	0.181
PUFA/SFA ratio	3	9	0.58 [0.56; 0.60]	0.50 [0.42; 0.52]	−0.11	[−0.19; −0.03]	0.049*
DNL index	3	9	1.7 [1.6; 1.7]	1.9 [1.8; 2.1]	0.30	[0.06; 0.53]	0.070

*Data are expressed as Median[Q1;Q3], in % of total FA. AA: C20:4n-6, arachidonic acid; ALA: C18:3n-3, alpha-linolenic acid; CI: Confidence Interval; DHA: C22:6n-3, docosahexaenoic acid; DNL index: de novo lipogenesis (C16:0/C18:2n-6 ratio)*^22,23^*; DPA: C22:5n-3, docosapentaenoic acid; EPA: C20:5n-3, Eicosapentaenoic acid; LA: C18:2n-6, linoleic acid; MUFA: monounsaturated fatty acids; PA: C16:0, palmitic acid; PL: phospholipids; PUFA: polyunsaturated fatty acids; SA: C18:0, stearic acid; SFA: saturated fatty acids* “Statistics with *P < 0.05” and **P < 0.01.

#### Fatty acid profile in F2 placental membranes (phospholipids, PL)

Compared to controls, EC placental membranes (PL) (Table 3) were characterized by lower C15:0 and SFA (−14.4%, p = 0.025 and −1.6%, p = 0.024, respectively) contents, as well as lower long chain polyunsaturated fatty acids (LC n-6 PUFA, ≥20 carbons), especially C20:2n-6 and C22:4n-6 (−16.1%, p = 0.017 and −28.4%, p = 0.004) and LC n-3 PUFA, particularly docosapentaenoic acid (DPA, C22:5n-3, −8%, p = 0.031). The placental membranes were also characterized by higher monounsaturated fatty acid (MUFA) contents, especially C16:1n-9 (+21%, p = 0.02) compared to the placental membranes of controls. PCA performed on placental phospholipid fatty acid profiles confirmed these differences. A specific fatty acid signature enabling the discrimination of each group in placental membranes was identified (Supplementary Fig. S4), with the main plan representing 43.8% of the inertia of the data summarized in Table 3.

**Table 3:** Profile in fatty acid in F2 of control (CC) and exposed (EC) placenta phospholipids (PL) at 28 dpc (% of total fatty acids).

Variable	Number of placenta		Median [Q1; Q3]		Fully adjusted linear model		
	CC	EC	CC	EC	β value	CI	p-value
C15:0	12	12	0.52 [0.51; 0.56]	0.45 [0.42; 0.49]	−0.09	[−0.148; −0.027]	0.025*
C16:0 (PA)	12	12	29.3 [28.9; 30.0]	29.1 [28.9; 29.4]	−0.50	[−1.514; 0.51]	0.359
C16:1n-9	12	12	4.0 [3.6; 4.6]	4.9 [4.5; 5.0]	0.68	[0.234; 1.131]	0.020*
Total C16:1	12	12	6.1 [5.5; 6.7]	7.0 [6.7; 7.2]	0.83	[0.35; 1.307]	0.011*
C18:0 (SA)	12	12	17.3 [17.0; 17.6]	17.0 [16.5; 17.3]	−0.32	[−0.728; 0.083]	0.160
Total C18:1	12	12	19.3 [18.9; 19.7]	19.4 [18.8; 20.2]	0.38	[−0.663; 1.414]	0.497
C18:2 n-6 (LA)	12	12	11.8 [10.9; 12.1]	12.4 [11.8; 13.0]	0.63	[−0.051; 1.304]	0.110
C18:3n-6 (GLA)	12	12	0.58 [0.50; 0.69]	0.79 [0.75; 0.87]	0.20	[0.065; 0.328]	0.021*
C18:3n-3 (ALA)	12	12	0.09 [0.07; 0.09]	0.08 [0.07; 0.08]	−0.01	[−0.016; 0.002]	0.190
C20:2n-6	12	12	0.16 [0.14; 0.17]	0.13 [0.12; 0.14]	−0.03	[−0.048; −0.011]	0.017*
C20:3n-6 (DGLA)	12	12	5.2 [4.9; 5.6)	4.8 [4.6; 5.1]	−0.45	[−1.144; 0.238]	0.236
C20:4n-6 (AA)	12	12	2.9 [2.8; 3.1]	2.5 [2.4; 2.9]	−0.19	[−0.444; 0.062]	0.186
C20:5n-3 (EPA)	12	12	0.04 [0.03; 0.05]	0.04 [0.04; 0.04]	0.002	[−0.009; 0.012]	0.765
C22:4n-6	12	12	0.74 [0.67; 0.85]	0.53 [0.49; 0.62]	−0.21	[−0.313; −0.112]	0.004**
C22:5n-6	12	12	0.86 [0.80; 1.02]	0.70 [0.63; 0.90]	−0.17	[−0.417; 0.069]	0.200
C22:5n-3 (DPA)	12	12	0.69 [0.65; 0.78]	0.64 [0.50; 0.65]	−0.13	[−0.233; −0.035]	0.031*
C22:6n-3 (DHA)	12	12	0.26 [0.22; 0.27]	0.27 [0.22; 0.32]	0.01	[−0.054; 0.078]	0.732
Total SFA	12	12	49.3 [48.8; 49.8]	48.5 [47.8; 49.0]	−0.77	[−1.308; −0.241]	0.024*
Total MUFA	12	12	27.3 [26.2; 27.7]	28.2 [27.5; 29.3]	1.33	[0.165; 2.491]	0.058
Total n-6 PUFA	12	12	22.2 [27.8; 23.0]	22.1 [21.3; 23.1]	−0.64	[−1.814; 0.541]	0.320
Total n-3 PUFA	12	12	1.2 [1.1; 1.2]	1.1 [0.9; 1.2]	−0.13	[−0.279; 0.019]	0.127
n-6/n-3 PUFA ratio	12	12	19.2 [18.1; 19.7]	19.1 [18.6; 24.2]	1.88	[−1.714; 5.464]	0.335
PUFA/SFA ratio	12	12	0.47 [0.46; 0.49]	0.48 [0.47; 0.49]	−0.004	[−0.02; 0.012]	0.653

*Data are expressed as Median[Q1;Q3], in % of total FA. AA: C20:4n-6, arachidonic acid; ALA: C18:3n-3, alpha-linolenic acid; CI: Confidence Interval; DGLA: C20:3n-6, dihomo-gamma-linolenic acid; DHA: C22:6n-3, docosahexaenoic acid; DPA: C22:5n-3, docosapentaenoic acid; EPA: C20:5n-3, Eicosapentaenoic acid; GLA: C18:3n-6, gamma-linolenic acid; LA: C18:2n-6, linoleic acid; MUFA: monounsaturated fatty acids; PA: C16:0, palmitic acid; PL: phospholipids; PUFA: polyunsaturated fatty acids; SA: C18:0, stearic acid; SFA: saturated fatty acids* “Statistics with *P < 0.05” and **P < 0.01.

#### Fatty acid profile in F2 placental intracellular lipid storages (neutral lipids, NL)

EC placental intracellular lipid stores (neutral lipids, NL) (Table 4) were characterized by lower C14:0 and C15:0 contents (−14.2%, p = 0.004 and −12.1%, p = 0.035), a tendency for lower di-homo-gamma-linolenic acid contents (DGLA, C20:3n-6, −17.5%, p = 0.064), as well as lower PUFA contents (−17.3%, p = 0.014), especially arachidonic acid content (AA, C20:4n-6, −31.7%, p = 0.026); they were also characterized by higher MUFA (+12.7%, p = 0.02), particularly oleic acid (OA, C18:1n-9, +17.5%, p = 0.035), compared to the intracellular lipid stores of control placentas. PCA was performed on the fatty acid profiles of placental neutral lipids. A specific signature enabling discrimination between the two groups was identified, with the main plan representing 50.7% of the inertia of the data (Supplementary Fig. S5).

**Table 4:** Profile in fatty acid in F2 of control (CC) and exposed (EC) placenta NL at 28dpc (% of total fatty acids).

Variable	Number of placenta		Median [Q1; Q3]		Fully adjusted linear model		
	CC	EC	CC	EC	β value	CI	p-value
C14:0	11	11	2.2 [2.1; 2.4]	1.9 [1.8; 1.9]	−0.35	[−0.51; −0.19]	0.004**
C15:0	11	11	0.91 [0.84; 0.94]	0.80 [0.69; 0.85]	−0.11	[−0.19; −0.03]	0.035*
C16:0 (PA)	11	11	33.3 [32.4; 34.5]	34.0 [32.0; 34.8]	0.36	[−1.51; 2.23]	0.715
Total C16:1	11	11	7.5 [7.0; 7.8]	7.8 [7.4; 8.0]	0.81	[−0.48; 2.10]	0.253
C18:0 (SA)	11	11	9.6 [9.2; 10.1]	9.1 [8.7; 9.9]	−0.38	[−0.99; 0.23]	0.253
C18:1n-7	11	11	3.1 [3.0; 3.3]	3.2 [3.2; 3.4]	0.27	[0.06; 0.48]	0.043*
C18:1n-9 (OA)	11	11	22.6 [22.4; 24.7]	26.6 [24.1; 27.4]	3.06	[0.74; 5.37]	0.035*
Total C18:1	11	11	25.8 [25.4; 27.7]	29.8 [27.4; 30.8]	3.18	[1.01; 5.35]	0.023*
C18:2n-6 (LA)	11	11	8.9 [8.6; 9.5]	7.9 [6.7; 8.5]	−1.62	[−2.76; −0.48]	0.026*
C18:3n-3 (ALA)	11	11	0.49 [0.46; 0.51]	0.43 [0.36; 0.47]	−0.07	[−0.14; −0.01]	0.057
C20:3n-6 (DGLA)	11	11	5.0 [4.1; 6.3]	4.1 [3.7; 4.6]	−1.04	[−1.97; −0.10]	0.064
C20:4n-6 (AA)	11	11	1.6 [1.4; 1.7]	1.1 [1.0; 1.3]	−0.27	[−0.46; −0.09]	0.026*
C20:5n-3 (EPA)	11	11	0.09 [0.08; 0.10]	0.07 [0.06; 0.08]	−0.02	[−0.04; −0.01]	0.008**
C22:2n-6	11	11	0.17 [0.14; 0.21]	0.13 [0.09; 0.14]	−0.05	[−0.09; −0.01]	0.047*
C22:4n-6	11	11	0.54 [0.38; 0.65]	0.28 [0.26; 0.42]	−0.09	[−0.21; 0.03]	0.168
C22:5n-6	11	11	0.17 [0.14; 0.21]	0.12 [0.11; 0.18]	−0.04	[−0.09; 0.02]	0.256
C22:5n-3 (DPA)	11	11	0.22 [0.18; 0.24]	0.16 [0.12; 0.23]	0.01	[−0.04; 0.07]	0.643
C22:6n-3 (DHA)	11	11	0.04 [0.03; 0.09]	0.04 [0.03; 0.05]	−0.03	[−0.06; 0.002]	0.104
Total SFA	11	11	46.3 [44.8; 47.6]	45.5 [43.7; 47.0]	−0.03	[−2.48; 2.41]	0.978
Total MUFA	11	11	33.9 [33.3; 35.9]	38.16 [36.0; 38.9]	4.02	[1.35; 6.68]	0.02*
Total n-6 PUFA	11	11	18.0 [16.4; 19.4]	14.8 [14.4; 16.2]	−3.48	[−5.55; −1.41]	0.013*
Total n-3 PUFA	11	11	1.8 [1.3; 1.9]	1.7 [1.5; 1.8]	−0.02	[−0.22; 0.18]	0.876
n-6/n-3 PUFA ratio	11	11	10.5 [9.5; 13.6]	9.0 [8.3; 10.0]	−2.07	[−4.12; −0.03]	0.085
PUFA/SFA ratio	11	11	0.45 [0.38; 0.46]	0.35 [0.33; 0.41]	−0.07	[−0.13; −0.02]	0.039*

*Data are expressed as Median[Q1;Q3], in % of total FA. AA: C20:4n-6, arachidonic acid; ALA: C18:3n-3, alpha-linolenic acid; CI: Confidence Interval; DGLA: C20:3n-6, dihomo-gamma-linolenic acid; DHA: C22:6n-3, docosahexaenoic acid; DPA: C22:5n-3, docosapentaenoic acid; EPA: C20:5n-3, Eicosapentaenoic acid; LA: C18:2n-6, linoleic acid; MUFA: monounsaturated fatty acids; OA: C18:1n-9, oleic acid; PA: C16:0, palmitic acid; PL: phospholipids; PUFA: polyunsaturated fatty acids; SA: C18:0, stearic acid; SFA: saturated fatty acids* “Statistics with *P < 0.05” and **P < 0.01.

#### Fatty acid profile of F2 foetal plasma

Compared to controls, F2 EC foetuses (Table 5) were characterized by a tendency towards lower linoleic acid (LA, C18:2n-6, −18.4%, p = 0.065) and MUFA (namely, C20:1 and C22:1) contents, higher C22 n-3 PUFA contents, and higher C20:2n-6 (+85.1%, p = 0.059) and C22 n-6 PUFA contents. These analyses of foetal plasma fatty acids were confirmed by PCA since exposed and control F2 foetuses were discriminated by their fatty acid specific signatures (i.e., profiles) on the corresponding PCA, representing 61.6% of the inertia of the data in the main plan (Supplementary Fig. S6).

**Table 5:** Fatty acid profile in plasma in F2 of control (CC) and exposed (EC) fetuses at 28dpc (% of total fatty acids).

Variable	Number of fetus		Median [Q1; Q3]		Fully adjusted linear model		
	CC	EC	CC	EC	β value	CI	p-value
C15:1n-9	12	12	0.16 [0.12; 0.22]	0.28 [0.21; 0.29]	0.10	[0.04; 0.16]	0.019*
C16:0 (PA)	12	12	39.4 [37.7; 40.3]	35.1 [31.5; 37.7]	−4.36	[−7.18; −1.55]	0.022*
Total C16:1	12	12	6.3 [6.0; 6.9]	6.0 [5.3; 6.5]	−0.27	[−1.15; 0.60]	0.558
C18:0 (SA)	12	12	11.5 [11.2; 11.9]	10.7 [10.3; 11.3]	−0.44	[−2.20; 1.32]	0.637
C18:1n-7	12	12	2.0 [1.8; 2.1]	1.5 [1.3; 1.6]	−0.39	[−0.62; −0.17]	0.013*
Total C18:1	12	12	22.6 [21.1; 23.1]	18.5 [17.7; 22.5]	−1.64	[−4.83; 1.54]	0.346
C20:0	12	12	0.13 [0.11; 0.15]	0.80 [0.42; 1.15]	0.58	[0.18; 0.98]	0.029*
C20:1n-9	12	12	0.38 [0.32; 0.46]	1.33 [0.95; 2.03]	1.02	[0.59; 1.44]	0.003**
C20:1n-7	12	12	0.07 [0.05; 0.08]	0.475 [0.28; 0.70]	0.40	[0.23; 0.57]	0.003**
Total C20:1	12	12	0.46 [0.39; 0.53]	1.80 [1.23; 2.73]	1.42	[0.83; 2.00]	0.003**
C18:2 n-6 (LA)	12	12	11.1 [10.5; 12.1]	9.1 [8.6; 9.9]	−1.70	[−3.19; −0.21]	0.065
C18:3 n-3 (ALA)	12	12	0.57 [0.44; 0.67]	0.57 [0.49; 0.57]	−0.06	[−0.27; 0.15]	0.582
C18:4n-3	12	12	0.18 [0.15; 0.28]	0.32 [0.24; 0.51]	0.16	[0.07; 0.25]	0.013*
C20:2n-6	12	12	0.34 [0.29; 0.39]	0.62 [0.21; 0.93]	0.29	[0.04; 0.53]	0.059
C20:3n-6 (DGLA)	12	12	0.49 [0.45; 0.57]	0.36 [0.30; 0.42]	−0.13	[−0.20; −0.06]	0.012*
C20:4 n-6 (AA)	12	12	2.6 [2.5; 2.8]	1.6 [1.34; 1.83]	−1.03	[−1.37; −0.69]	0.001**
C20:4n-3	12	12	0.09 [0.06; 0.15]	0.19 [0.10; 0.26]	0.13	[0.04; 0.22]	0.032*
C20:5 n-3 (EPA)	12	12	1.4 [0.01; 1.7]	1.5 [0.05; 2.6]	0.02	[−0.97; 1.01]	0.973
C22:0	12	12	0.09 [0.07; 0.10]	1.48 [0.71; 2.00]	1.31	[0.79; 1.83]	0.003**
C22:1n-9	12	12	0.05 [0.04; 0.12]	0.39 [0.35; 0.68]	0.45	[0.24; 0.66]	0.006**
C22:4 n-6	12	12	0.12 [0.05; 0.16]	1.85 [0.72; 4.22]	2.12	[1.23; 3.01]	0.003**
C22:5 n-6	12	12	0.20 [0.16; 0.25]	1.03 [0.35; 2.64]	1.05	[0.18; 1.91]	0.054
C22:5 n-3 (DPA)	12	12	0.06 [0.04; 0.14]	2.02 [0.80; 3.99]	2.18	[1.39; 2.96]	0.002**
C22:6 n-3 (DHA)	12	12	0.18 [0.16; 0.21]	0.24 [0.15; 0.61]	0.15	[0.02; 0.27]	0.055
Total SFA	12	12	52.8 [51.3; 54.1]	50.2 [47.1; 52.5]	−2.11	[−4.89; 0.67]	0.184
Total MUFA	12	12	29.6 [28.1; 30.9]	27.8 [26.2; 31.2]	−0.22	[−3.42; 2.99]	0.898
Total n-6 PUFA	12	12	15.7 [15.0; 17.0]	16.3 [13.8; 17.7]	0.49	[−1.25; 2.23]	0.599
Total n-3 PUFA	12	12	1.8 [1.1; 2.8]	4.3 [1.8; 7.5]	2.53	[0.47; 4.58]	0.051
n-6/n-3 PUFA ratio	12	12	9.4 [5.6; 15.1]	3.8 [2.5; 7.6]	−7.68	[−10.84; −4.52]	0.005**
PUFA/SFA ratio	12	12	0.33 [0.31; 0.36]	0.41 [0.30; 0.56]	0.09	[0.004; 0.17]	0.084

*Data are expressed as Median[Q1;Q3], in % of total FA. AA: C20:4n-6, arachidonic acid; ALA: C18:3n-3, alpha-linolenic acid; DGLA: C20:3n-6, dihomo-gamma-linolenic acid; DHA: C22:6n-3, docosahexaenoic acid; DPA: C22:5n-3, docosapentaenoic acid; EPA: C20:5n-3, Eicosapentaenoic acid; LA: C18:2n-6, linoleic acid; MUFA: monounsaturated fatty acids; PA: C16:0, palmitic acid; PL: phospholipids; PUFA: polyunsaturated fatty acids; SA: C18:0, stearic acid; SFA: saturated fatty acids* “Statistics with *P < 0.05” and **P < 0.01.

### Placental transcriptome

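RNA from the labyrinthine area of the F2 placenta, the zone where foetal and maternal blood exchange nutrients and gases, was hybridized to Agilent rabbit arrays with Cy3 as the only dye and 1 array per placenta. There were 8 EC and 8 CC placentas at 28 dpc, from 4 male and 4 female foetuses in each group. The F0 females behind the EC group had inhaled diesel exhaust at 1 mg/m3 for 2 h per day and 5 days per week between 3 and 27 dpc. Across all probes the 16 arrays were alike, with Pearson correlations between arrays of 0.950 to 0.990. The mean correlation was 0.97505 between arrays of the same group and 0.974407 between arrays of different groups, and this difference of 0.00064 was not larger than chance (exact permutation test over all splits of the arrays into 8 and 8, one-sided, p = 0.201). The nearest array belonged to the same group for 10 of the 16 arrays. In a clustering with average linkage on 1 minus the correlation, merges lay between heights of 0.0104 and 0.0329. The last merge joined CC replicates 5, 6 and 7 to the other arrays, which were all 8 EC and 5 CC placentas.

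The authors read the scanned slides with Feature Extraction 10.7.3.1, took log2 values, subtracted the median of each array and tested probes with limma. From the deposited scanner intensities, the background-subtracted processed signal was taken here as log2 values minus the median of each array, with the spots of a probe averaged, for 42089 probes. Of these, 19766 probes name 1 gene symbol, for 9136 genes. The paper does not name the signal column, and the authors' own table of log2 values equals the median signal with no background subtraction within a tolerance of 0.02 for 96.3 to 98.8% of the probes of an array, so that table was analysed as an alternative. The share of spots well above background was 54.8 to 60.4% in EC (median 56.8%) and 51.0 to 61.4% in CC placentas (median 57.9%), and the median processed signal was 37.5 to 65.2 in EC and 27.8 to 67.3 in CC. CC replicates 5, 6 and 7 had the lowest shares. The number of arrays limits the precision of every value.

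The arrays lay on 2 slides, and the position of each array in its scanner header gives the side of the slide. The sides were compared only after the values had been seen. By limma, 11485 probes differed between the sides, of which 9247 were brighter on side 2. The first principal component held 34.7% of the variance and correlated with the side at 0.796 in size. CC replicates 5, 6 and 7, the arrays with the lowest shares of spots well above background, all lay on side 2. They scored 103.8 to 148.5 on this component, and the other arrays of side 2 scored 5.1 to 39.4. The difference between the sides and these 3 CC arrays therefore cannot be fully told apart. Each group had 2 arrays on each side of each slide, so a difference between slides or sides that is common to the arrays enters both group means alike. What sets the 3 CC arrays apart is not common to side 2 and enters the CC mean only. The array names also carry a code that some placentas of a group share, 6 codes in EC and 3 in CC, which no source used here explains. With the group in the model, arrays sharing a code correlated at 0.317 (consensus over probes in limma). The arrays therefore cannot be taken as independent. The paper reports 3 control and 9 exposed dams still pregnant at 28 dpc, so the 8 CC placentas came from at most 3 litters. By its Methods it sampled couples of a male and a female foetus, 2 per CC litter and 1 per EC litter. Placentas of either group can therefore share a litter. The labels do not give the dam, and the p-values do not model shared litters.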

Hierarchical clustering revealed limited differences in the F2 placental transcriptome between the EC and CC groups, as shown by the very short clustering scale (supplementary Fig. S7). This close similarity between F2 EC and CC placentas was confirmed by the small number of differentially expressed (DE) probes, transcripts and annotated genes (Supplementary Table S3). 

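IL23A and 1 of the 2 probes of TAGAP were higher in EC placentas, and these were the 2 of 42089 probes past an adjusted p of 0.05 in limma, with no probe lower. At an unadjusted p under 0.05 there were 2390 probes, 1078 of them higher and 1312 lower in EC. Chance alone gives about 0.05 of the 42089 probes at this threshold, so most of this count can be chance. Behind these 2, the genes with the smallest p among those higher in EC were the ubiquitin ligase subunit gene FBXO32, BMP2, a bone morphogenetic protein, SNCG, which encodes gamma-synuclein, and CA5B, a mitochondrial carbonic anhydrase. KLHL38, MOSPD2, PMEL and SORBS1 followed. None of these 8 passed the threshold, and their adjusted p ran from 0.0567 to 0.288. Each gene is given by its probe with the smallest p. The second probes of SNCG, MOSPD2 and PMEL changed by 0.08, 0.34 and 0.30 (adjusted p = 0.982, 0.949 and 0.949 from limma). The 5 probes of BMP2 ran from 2.41 to 2.47, the 6 of CA5B from 1.62 to 1.77 and the 4 of SORBS1 from 0.51 to 1.01. BMP2 had a log2 change of 2.47 (standard error 0.44, adjusted p = 0.0784), with every EC placenta above every CC placenta. Of the 42089 probes, 11 separated the groups in this way. CA5B had a log2 change of 1.71 (standard error 0.33, adjusted p = 0.114) and KLHL38 of 1.82 (standard error 0.35, adjusted p = 0.114).

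Among genes with lower values in EC, MMP11, a matrix metalloproteinase, had a log2 change of -2.02 (standard error 0.39, adjusted p = 0.114). SLC5A1, a sodium-coupled glucose transporter, had a change of -1.74 and was well above background on 2 EC and 6 CC arrays. Its 5 probes ran from -1.74 to -0.54. DHX58, an RNA sensor of the antiviral response, had a change of -0.82, and CAMP, an antimicrobial peptide of neutrophils, of -1.08. COX10, needed to assemble cytochrome c oxidase, was not well above background on any EC array. It was 4.22-fold lower, measured against its own EC signals, which stood no lower than the lowest signal well above background of each array. This fold is the difference of the group means and no lower bound. DDO, which oxidizes D-aspartate, was likewise not well above background on any EC array and, measured in the same way, 2.28-fold lower. CALHM6, PPP1R1A, NR0B1, a nuclear receptor that represses steroidogenic genes, and MYBL2, a transcription factor of dividing cells, had changes of -0.83 to -1.44. None of these 10 genes passed the threshold (adjusted p = 0.114 to 0.445).

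The count of 2 moved to 1 with the slide as a block, with 75th percentile scaling and with foetal sex as a covariate. It was 7 with the replicate number as a block, 8 with the median signal and in the authors' value table, 9 with a trended robust variance, 16 with the filter and 17 with the side of the slide as a block, all of them higher in EC, and 13 with normexp and quantile normalization (10 higher and 3 lower). Without CC replicate 1 it was 8, and without EC replicate 6 it was 18 (16 higher and 2 lower), and it was 0 without CC replicates 5, 6 and 7 and 0 with the shared code of the array names as a random block (1163 probes at an unadjusted p under 0.05 in limma). Within slide 1 and within slide 2 no probe passed, with 1067 and 1850 probes at an unadjusted p under 0.05, and within sides 1 and 2 there were 0 and 19 calls, with 1257 and 3852 such probes. Side 2 holds CC replicates 5, 6 and 7. Of the counts at an unadjusted p in this paragraph, only that within side 2 exceeded 0.05 of all probes, the share that chance alone gives.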

The microarray data have been registered in the Gene Expression Omnibus (GEO) under accession number GSE109831.

Differential gene expression (adjusted p-value < 0.05) between EC and CC placentas was observed for F-box protein 32 (*FBXO32*, +119%, 4 significant probes on a total of 5 probes in microarray), T-cell activation RhoGTPase activating protein (*TAGAP*, +214%, 2 significant probes on a total of 2 probes) and Interleukin 23 α subunit p19 (*IL23A*, +275%, 1 significant probe on a total of 1 probe). 

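IL23A, the p19 subunit of the pro-inflammatory cytokine interleukin 23, was 11.4-fold higher in EC than in CC placentas. Its probe lies on chromosome 4 of the rabbit build oryCun2 from 39915840 to 39915899 by the array's own annotation. The median-centred log2 signal was 3.61 ± 0.75 in EC and 0.10 ± 0.96 in CC placentas (mean ± SD, n = 8 per group). This is a log2 change of 3.505 (standard error 0.39, adjusted p = 0.00158 from limma), with the probe well above background on all 8 EC arrays and on 7 CC arrays. Every EC placenta lay above every CC placenta, although CC replicate 4, at 2.37, stood above the remaining CC placentas at -0.72 to 0.25 (exact permutation test, two-sided, p = 0.000155, the smallest p that this design allows). This p is not adjusted for the choice of the gene on these arrays, so it gives no further support. The size of the difference depended on the signal, at 6.66-fold in the authors' value table, 6.67-fold with the median signal and a log2 change of 2.50 with normexp and quantile normalization.

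TAGAP, a Rho GTPase-activating protein of T cell activation, has 2 overlapping probes on chromosome 12, from 148997415 to 148997474 and from 148997416 to 148997475. The dimmer probe was 2.47-fold higher in EC (log2 change 1.31, standard error 0.19, adjusted p = 0.0452 from limma). The brighter probe was 2.29 ± 0.39 in EC and 1.03 ± 0.40 in CC (SD, n = 8), a log2 change of 1.27 (standard error 0.21) whose adjusted p of 0.0567 did not pass the threshold. On both probes the 2 groups did not overlap.

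FBXO32, which encodes the muscle atrophy ubiquitin ligase subunit atrogin-1, has 5 overlapping probes on chromosome 3, with starts from 139307848 to 139307853. All 5 had higher means in EC, with log2 changes of 1.77 to 1.90, and an adjusted p of 0.0567 each, so none passed. The brightest probe was 3.80 ± 0.68 in EC and 2.00 ± 0.60 in CC (SD, n = 8), which is a 3.47-fold difference (exact permutation test, two-sided, p = 0.000466), with all 8 EC placentas above the CC median. This permutation p is likewise not adjusted for the choice of the gene on these arrays.

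Within slides 1 and 2 the log2 changes were 2.86 and 4.15 for IL23A, 1.72 and 0.81 for the brighter TAGAP probe and 1.75 and 1.84 for the brightest FBXO32 probe. Within sides 1 and 2 they were 3.56 and 3.45, 1.30 and 1.24, and 1.35 and 2.24. With the slide as a block the adjusted p was 0.00311 for IL23A, 0.0716 for the TAGAP second probe log2 fold change and 0.0977 for the FBXO32 log2 fold change EC vs CC, and with the side as a block it was 0.00234 for IL23A, 0.0282 for the brighter TAGAP probe and 0.0213 for FBXO32. The IL23A call ended with the shared code of the array names as a random block (adjusted p = 0.0548) and without CC replicates 5, 6 and 7 (log2 change 3.19, adjusted p = 0.153), and the brighter TAGAP and the FBXO32 probes lay on either side of the threshold depending on the signal, the filter and the variance model. From the probes past its adjusted p threshold, the paper concludes that these 3 genes were differentially expressed, and it measured the same transcripts by RT-qPCR.

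**Figure D1:**
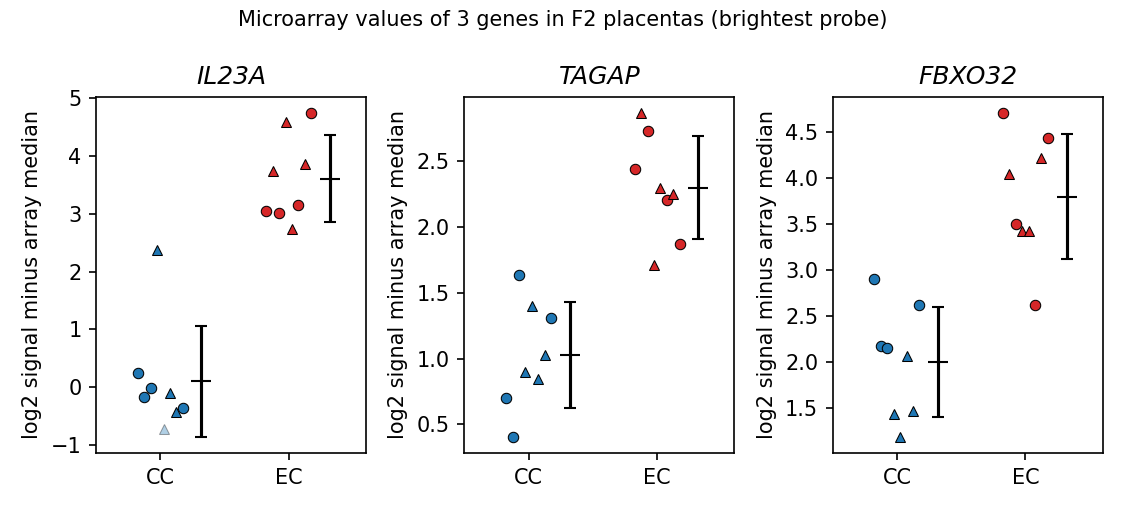
Median-centred log2 signal of the brightest probe of FBXO32, TAGAP and IL23A (y axis) in CC and EC placentas (x axis), 8 per group. Circles are arrays on side 1 and triangles arrays on side 2 of the slide, a pale symbol is an array where the probe was not well above background, and bars give the mean ± SD. The groups do not overlap for TAGAP and IL23A, and for FBXO32 the lowest EC placenta, at 2.62, lies below the highest CC placenta, at 2.91.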

After RT-qPCR, statistical significance was only found for one of the three transcripts highlighted by the microarray, FBXO32, confirming this result. For the other two transcripts, TAGAP and IL23A, only a trend going in the same direction was observed. (Fig. 1).

**Figure 1:**
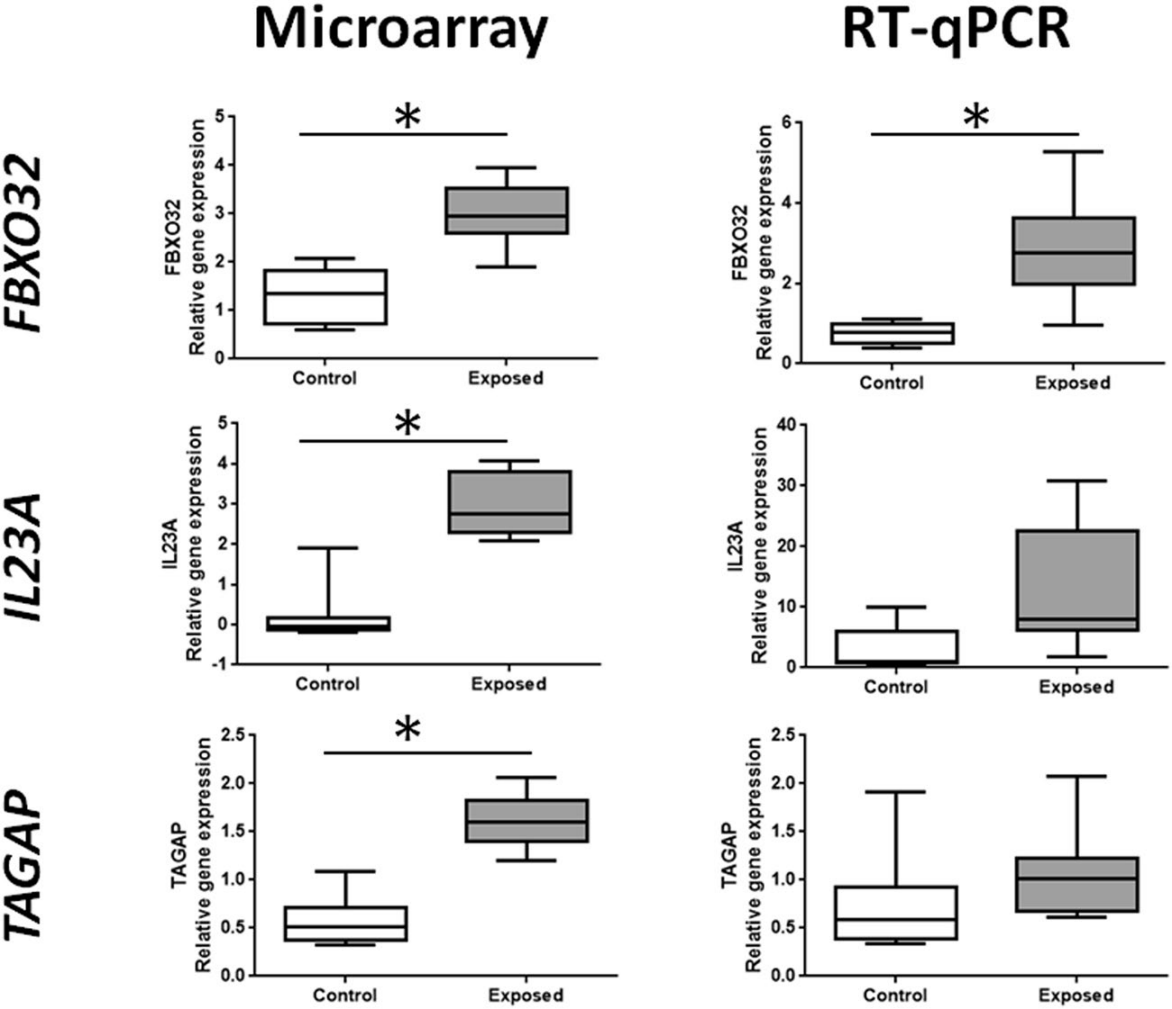
Expression of FBXO32, IL23A, and TAGAP in placentas of F2 of control (CC) and exposed (EC) conceptuses at 28dpc, whose mothers were or not *in utero* exposed to diesel engine exhausts, respectively. Expressions were analyzed by microarray (left column) and RT-qPCR (right column). Microarray data were first log2-transformed and then normalized by an intra-array median subtraction. Relative expression of genes obtained by RT-qPCR was normalized by the expression of two housekeeping genes, RPL18 and EIF4E2. Box-plots are representative of the median value and quartiles. Significant differences between conditions were figured out by * (for P value < 0.05).

#### Gene set enrichment analyses (GSEA) in EC placentas

Because the usual strategy used to analyse transcriptomics is based on a single-gene expression level that becomes inefficient with subtle variations in the same pathway^24^, we further analysed placental transcriptomic data using a GSEA approach as described above. Using GSEA, a total of 58 significantly enriched gene sets were observed after FDR multiple test adjustment (q-value < 0.25) for the EC group, including 10 terms for the KEGG (the Kyoto Encyclopedia of Genes and Genomes) database, 14 terms for the biological process (BP) category, 19 terms for the cellular component (CC) category and 15 terms for the molecular function (MF) category of the GO (Gene Ontology) database (Supplementary Tables S4–S7). 

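Camera called nuclear envelope genes, which encode lamins and the proteins that anchor them, as higher in EC placentas. An exact permutation test of the list mean over the arrays did not separate the groups (p = 0.154). Of 15 measured, 12 were higher and 3 lower, with a mean log2 change of 0.16 (camera, adjusted p = 0.0479, and adjusted p = 0.50 with an estimated correlation). The members with the smallest p were LBR, the lamin B receptor, with a log2 change of 0.46, ZMPSTE24, the prelamin A protease, with 0.32, and TMEM43 with 0.44. The remaining lists of intracellular organization did not pass the test. Of 20 nuclear pore genes, 15 were higher and 5 lower, with a mean change of 0.05 (adjusted p = 0.206), AAAS at -0.51 and NUP155 at 0.26. Golgi vesicle transport genes, such as COG1 at -0.39, MCFD2 at 0.39 and COG2 at 0.30, were higher for 35 of 56 with a mean of 0.06 (adjusted p = 0.0652). Organelle membrane proteins were higher for 20 of 34, with TMEM33 at 0.40 and the peroxisomal PEX2 at 0.34 (adjusted p = 0.132). Signal sequence binding genes, among them SRP72 of the signal recognition particle at 0.42 and the importins KPNA3 and KPNA1 at 0.38 and 0.27, were higher for 13 of 24 with a mean of 0.08 (adjusted p = 0.0652). In the authors' value table camera called nuclear pore (mean 0.12, adjusted p = 0.0441), Golgi vesicle transport (0.15, adjusted p = 0.00157), organelle membrane proteins (0.15, adjusted p = 0.00335) and signal sequence binding (0.16, adjusted p = 0.00335).

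These lists belong to 43 written by hand from the paper's terms and from textbook knowledge, and tested with camera over 9130 genes with 1 probe each and a preset correlation between genes of 0.01. In all, 5 lists were higher and 10 lower in EC, none of these 15 was called with an estimated correlation, with 4 of the 43 at an unadjusted p under 0.05, and fry called 0. By exact permutation of the arrays the list mean had p = 0.00528 for erythroid markers and 0.0329 for ubiquitin ligases. For the other called lists p was 0.0513 to 0.490. Of 100 splits of the arrays, 25 called as many lists in 1 direction as the 5 higher. No member of the nuclear envelope, nuclear pore, Golgi vesicle transport, organelle membrane and signal sequence binding lists passed alone, whether adjusted over all probes or adjusted over the list alone. The mean change of the nuclear envelope list was 0.38 on slide 1 and -0.07 on slide 2, and 0.26 and 0.06 on sides 1 and 2, with an adjusted p of 0.0463 with the slide and 0.0495 with the side as a block. Without CC replicates 5, 6 and 7 its mean was 0.23 with an adjusted p of 0.280, and the call also ended in the authors' value table (adjusted p = 0.0905), with the median signal (0.0880), normexp (mean 0.07, adjusted p = 0.0901), 75th percentile scaling (0.0639), the filter (0.195) and the trended robust variance (0.0628).

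**Figure D2:**
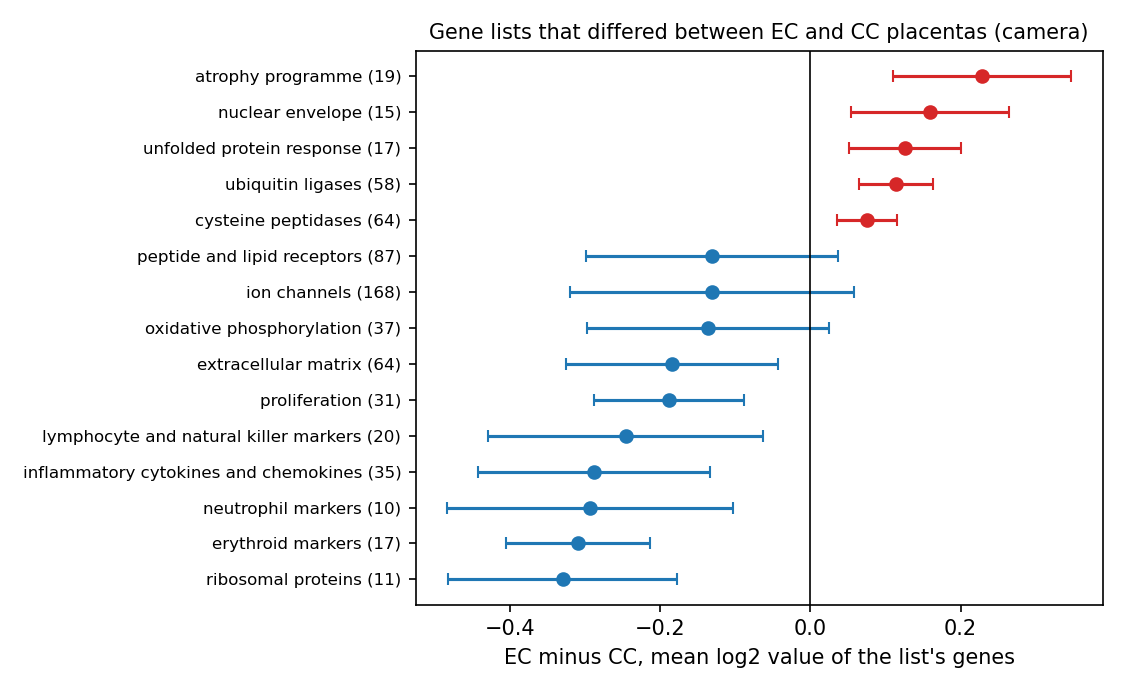
Mean log2 change of each gene list, EC minus CC (x axis), with the number of measured genes in brackets beside the list's name (y axis). Points are means over the genes of a list and bars the standard error over the arrays. Ribosomal and erythroid lists lie farthest below 0 among the lists that camera called, and the atrophy programme farthest above.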

In the top fifteen terms for all databases, using an enrichment score ranking, most terms defining the placenta-exposed group were related to intracellular organization (nuclear pore and envelope, “integral to organelle membrane”, “organelle membrane” and “Golgi vesicle transport”) and protein metabolism (“signal sequence binding”, “ubiquitin protein ligase activity”, “ubiquitin mediated proteolysis” and “proteasome complex”) (Fig. 2).

**Figure 2:**
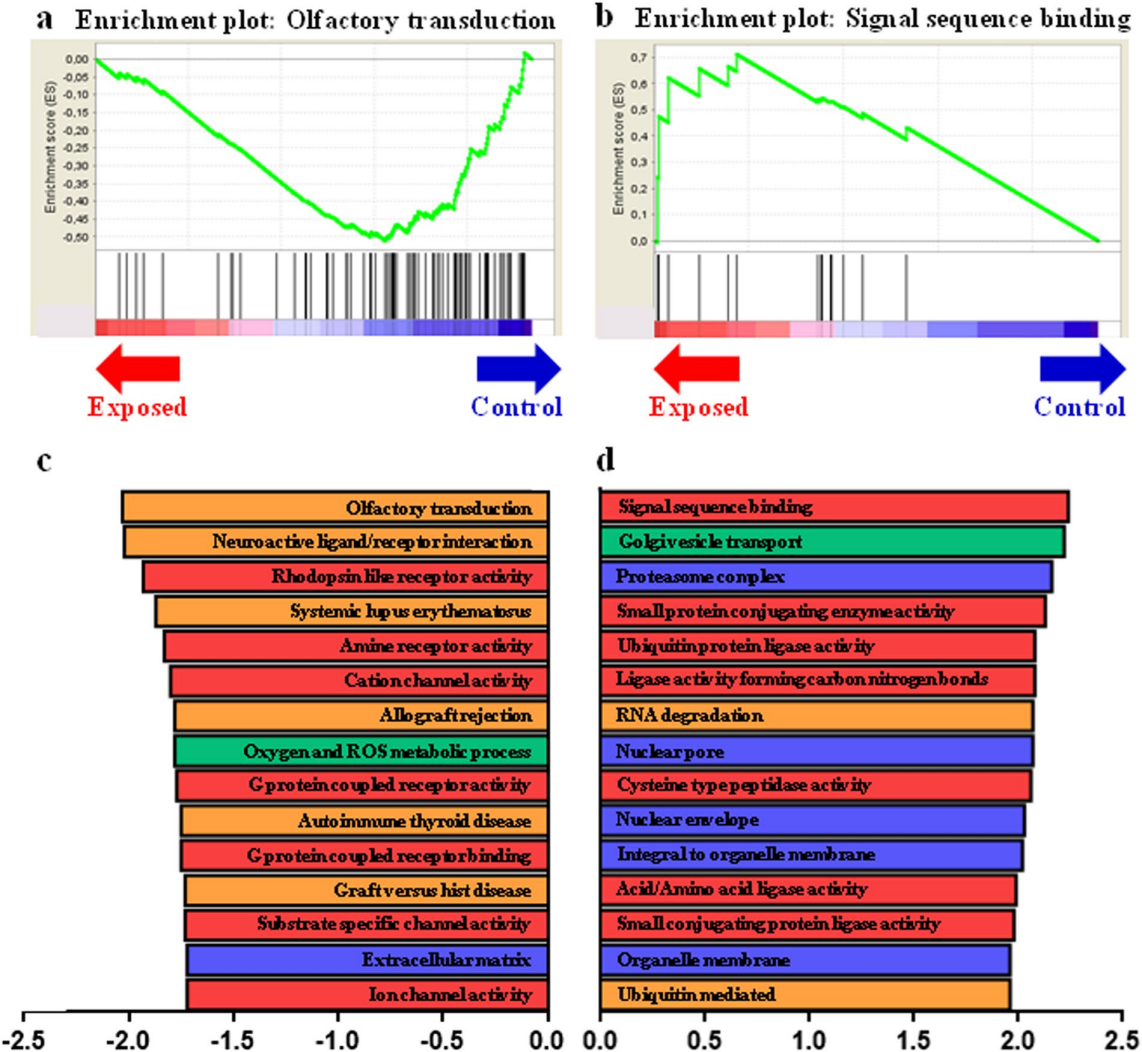
Gene Sets Enrichment Analysis in F2 of control and exposed placental labyrinthine area at 28dpc. GSEA-enrichment plot of the most negatively enriched gene set: Olfactory transduction. (**b**) GSEA-enrichment plot of the most positively enriched gene set: Signal sequence binding. (**c**) Bar plot depicting the normalized enrichment score of the top 15 most negatively enriched gene sets, constructed using several categories of 2 databases: C2CP:KEGG (Orange), C5:BP (Green), C5:CC (Blue) and C5:MF (Red). (**d**) Bar plot depicting the normalized enrichment score of the top 15 most positively enriched gene sets, which contains several databases C2CP:KEGG (Orange), C5:BP (Green), C5:CC (Blue) and C5:MF (Red).

#### Gene set enrichment in CC placentas

A total of 69 significantly enriched gene sets were observed after FDR multiple test adjustment in the control group (i.e., comparatively downregulated pathways in EC placentas), including 16 terms in the KEGG database, 18 terms in the BP, 11 terms in the CC and 24 terms in the MF categories of the GO database (Supplementary Tables S4–S7). 

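Receptor and ion channel genes had mostly lower values in EC placentas. Of 87 measured genes of peptide and lipid receptors, 64 were lower and 23 higher in EC, with a mean log2 change of -0.13 (camera, adjusted p = 0.0459, and adjusted p = 0.70 with an estimated correlation). Of these, 35 were well above background on at least 4 arrays. The members with the smallest p were P2RY13, a purinergic receptor that was not well above background on any array, BDKRB1, a bradykinin receptor, at -1.19, and PTGFRN, a regulator of the prostaglandin F2 receptor, at 0.62. Of 168 ion channel genes, 120 were lower and 48 higher with a mean of -0.13 (adjusted p = 0.0479, and 0.73 with an estimated correlation), and 57 were well above background on at least 4 arrays. The potassium channel KCNH2 ran against its list with a log2 change of 1.55 (standard error 0.35), the only channel gene that passed when adjusted over the list alone, and none passed over all probes. GABRA6, a subunit of the GABA receptor, had a change of -0.91. Extracellular matrix genes were lower for 46 of 64 with a mean of -0.18 (adjusted p = 0.0477, and 0.70 with an estimated correlation). EFEMP1 was at -1.09 and the calcification inhibitor MGP at -0.81, while TIMP3 was at 0.53. COL9A3 was well above background on 1 array only, so its change could not be measured. Amine receptors were lower for 15 of 20 (mean -0.23, adjusted p = 0.0652), with the muscarinic receptor CHRM2 at -0.70 and the dopamine receptor DRD5 at -0.39. Olfactory receptor genes were lower for 25 of 32 (mean -0.18, adjusted p = 0.110), with only 3 of the 32 well above background on at least 4 arrays, and OR56B4 and CNGA4, which had the smallest p, on none. No receptor, matrix or olfactory gene passed alone, adjusted over the list alone or over all probes. Dim genes in general had lower values in EC, and among random lists matched on brightness, with median mean changes of -0.09 and -0.10, the peptide and lipid receptors and the ion channels lay inside the central 95%, at percentiles of 13.58 and 10.65.

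In the authors' value table camera also called amine receptors (mean -0.12, adjusted p = 0.00469) and olfactory receptors (mean -0.10, adjusted p = 0.00955), while the call of the extracellular matrix ended (mean -0.08, adjusted p = 0.0593). The calls of peptide and lipid receptors, ion channels and the extracellular matrix ended with 75th percentile scaling (adjusted p = 0.0558, 0.0844 and 0.0558) and with normexp (means -0.03, -0.03 and -0.11, adjusted p = 0.246, 0.283 and 0.0901), and that of ion channels with the filter (mean -0.05, adjusted p = 0.243). CC replicates 5, 6 and 7, the arrays with the fewest spots well above background, moved with these lists. Without them the mean change was 0.17 for peptide and lipid receptors (adjusted p = 0.280), 0.22 for ion channels, now higher in EC (adjusted p = 0.00557), and -0.05 for the extracellular matrix (adjusted p = 0.143). It was 0.19 for amine receptors and 0.17 for olfactory receptors. On slides 1 and 2 the mean was 0.01 and -0.27 for the receptors, -0.02 and -0.24 for the channels and -0.20 and -0.17 for the matrix genes. On sides 1 and 2 it was -0.0034 and -0.26, 0.06 and -0.32, and -0.06 and -0.30. With the slide as a block the adjusted p was 0.0439, 0.0463 and 0.0463, and with the side as a block 0.0336, 0.0336 and 0.0495, in the same order. By exact permutation of the arrays the list means had p = 0.445, 0.490 and 0.210. With 1 array left out, the calls ended in 5, 6 and 8 of 16 fits. Without CC replicate 5 alone the mean was -0.05 for the receptors and -0.04 for the channels.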

In the top fifteen gene sets enriched, most terms were involved in olfactory transduction and neuroactive ligand or in membrane and intracellular pathways (G protein coupled receptor activity, G protein coupled receptor binding, amine receptor activity, cation channel activity, substrate specific channel activity and ion channel activity) (Fig. 2).

## Discussion

This study was designed to explore maternal metabolism and placental function through several approaches to explain the previously observed foetal dyslipidaemia without biometric changes in F2 foetuses whose grandmothers were exposed to DE during gestation^7^. The two 1-hour daily exposures in F0 were used to mimic our home-work journeys morning and evening (corresponding to real life for outdoor air pollution exposure) particularly during the period of peak pollution in urbanized cities. The concentration of 1 mg/m^3^ for 2 hours translates to 85 µg/m^3^ when averaged over 24 hours, which is closer to the PM10 concentration that increases from 50 µg/m^3^ (European daily standard) to 100 µg/m^3^ and even higher during typical smog episodes in urbanized cities worldwide. The effects of *in utero* exposure to DE on the phenotype of exposed F1 rabbits were expected at adulthood according to the literature^25^. No significant metabolic modifications were observed in F1 females before pregnancy, but a trend towards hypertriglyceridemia only was expected (unpublished data); this finding was confirmed at 28 dpc since these pregnant F1 animals did not exhibit any difference in blood biochemistry or plasma fatty acid concentrations.

Gestation affects maternal lipid metabolism since maternal plasma free fatty acid (FFA) levels are commonly elevated in late pregnancy, participating in the onset of insulin resistance observed in pregnant women^26,27^, rodents^28^ and rabbits^29,30^. Thus pregnancy could be considered a metabolic challenge that could reveal latently impaired metabolism in rabbit females *in utero* exposed to DE. Since *in utero* exposure to polycyclic aromatic hydrocarbons (PAH), as potential actors in DE, causes hepatic steatosis in the female offspring of mice^31,32^, the liver was analysed in F1 females and hepatic steatosis was observed in exposed animals by histology, but could not be quantified firmly by this approach. Nevertheless, gas chromatography quantitative analyses confirmed that hepatic intracellular fatty acid concentrations were higher in exposed F1 females than in controls. Furthermore, the study of maternal plasma fatty acid profiles indicated that although both groups were given the same diet, plasma samples from exposed F1 females were enriched in C16:0 and mainly depleted in C16:1 and ALA. The increase in C16:0, parallel to decreased C14:0, could indicate higher *de novo* lipogenesis, which results in an increase of the DNL index (trend with p = 0.07) in plasma of F1 exposed dams^22,23^, probably using ALA as substrate^33^. The histological evaluation of placental vascularization and the trophoblast volume did not show any difference between EC and CC F2 placentas. The fatty acid concentration of placental membranes (phospholipid fraction) was not different between groups, thus confirming the stereological data. The placental intracellular lipid contents (neutral lipids), however, were greatly increased in EC compared to CC placentas, as also reported in placentas from pregnant rabbits fed a high fat diet^34,35^ but no effect of foetal sex could be found in any of the fatty acid analyses. Because EC placentas were enriched in fats, fatty acid profiles of F1 maternal and F2 foetal plasma samples were analysed. As expected, the fatty acid concentrations of F2 EC plasma were increased compared to those of CC, confirming previous plasma biochemical analyses showing higher plasma triglycerides in these foetuses^7^. As the placenta is a programming agent of foetal growth that is sensitive to the maternal environment, placental fatty acid profiles were investigated. In the phospholipid fraction of EC placentas, a weak decrease of non-biologically active intermediates of the n-6 polyunsaturated fatty acid (PUFA, namely, C20:2n-6 and C22:4n-6) was observed, as well as a slight decrease in saturated fatty acid (SFA) while monounsaturated fatty acid (MUFA, namely, C16:1) was increased, leading to a small increase in the PUFA/SFA ratio. These data suggest that membrane fluidity was increased^36^, possibly leading to increased fatty acid transfers across the placenta^37–39^.

Essential fatty acids to be transferred from dam to foetus, namely, arachidonic (AA, C20:4n-6), eicosapentaenoic (EPA, 20:5n-3) and docosahexaenoic acids (DHA, 22:6n-3), accumulate preferentially in placental phospholipids that act as a regulator of fatty acid uptake in trophoblastic cells prior to being transferred to the foetus^40^. Most potent eicosanoids are derived from AA, but additional biologically significant eicosanoids are also derived from dihomo-gamma-linolenic acid (DGLA), which is produced in the reaction pathway leading to AA from LA, with distinctly different biological actions (less inflammation or even anti-inflammation, vasodilation, and the inhibition of platelet aggregation^41^). In EC placentas, where fatty acid concentrations were nearly doubled compared to controls, the proportion of n-6 (C22:4n-6) and n-3 long chain PUFA (DPA and DHA) was increased in neutral lipids (lipid storage), while the percentage of AA was halved, remaining, however, sufficient to cover foetal needs.

In foetuses, plasma long chain PUFA concentrations depend on placental transfers^27,42,43^. Here, the AA content and n-6/n-3 PUFA ratio were decreased in the plasma of F2 EC fetuses. A high n-6/n-3 ratio usually reflects low-grade inflammation^44^. The increased proportion of n-3 PUFA in foetal plasma could explain the observed lower total and non-HDL cholesterol concentrations in the F2 EC foetal plasma, as observed in mice in a context of atherosclerosis and dietary n-3 PUFA intake^45^. Moreover, since plasma fatty acid concentrations were higher in EC foetuses compared to those of CC, this further increased the F2 EC foetal reserves of n-3 PUFA, among which biologically active PUFA (namely, EPA, DHA), were favoured by selective placental fatty acid transfer, whereas plasma AA was decreased, which in return limited pro-inflammatory processes. Since anti-inflammatory eicosanoids are derived from n-3 PUFA^43^, these changes in plasma F2 fatty acid profiles could be a positive adaptive response to counteract the effects of perturbed fatty acid metabolism in dams (as discussed above).

The placental transcriptomics analysis showed that only three genes were differentially expressed, namely, *interleukin 23 subunit alpha* (*IL-23A), T-cell activation Rho GTPase-activating protein (TAGAP) and F-Box Protein 32 gene (FBXO32*), among which only the last gene was confirmed after RT-qPCR.

The *IL23A* gene is expressed in placental trophoblastic cells and its over-expression was reported in the context of unexplained recurrent spontaneous abortion during early pregnancy^46^ or in miscarriage^47^. IL-23, which is produced, among others, by macrophages and dendritic cells, is an important component of the inflammatory response^48^, by promoting the upregulation of the matrix metalloproteases MMP-9, increasing angiogenesis and being involved in the Th17 cell differentiation^48^, and activating pro-inflammatory IL-17-producing cells in both mice and humans^49^. Urban Particulate Matters were shown to promote an inflammatory milieu in part by inducing an IL-23-driven pro-inflammatory Th17 response in co-cultured cells *in vitro*^50^.

TAGAP has been described to exert a regulatory role in T cell activation in Crohn’s disease^51^.

*FBXO32* encodes atrogin-1 (mostly expressed in muscular tissues), a member of the F-box protein family, one of the four subunits of the ubiquitin protein ligase complex, whose function is central for the selection of proteins targeted for degradation by the ubiquitin proteasome pathway^52^. In pregnant mice, food deprivation reduced FBXO32 gene expression in the placenta^52^, whereas its expression was increased in high-fat diet-fed turtles^53^ or mice^54^. These genes were upregulated in EC compared to CC placentas, but the physiological meaning of their increase remains to be determined.

A GSEA analysis was performed to identify biological pathways enriched in genes associated with grandmother exposure. This approach showed that 58 gene sets were enriched in EC placentas and 69 in CC placentas. In EC placentas, “proteasome complex”, “ubiquitin protein ligase activity” and “ubiquitin mediated proteolysis” gene sets were enriched. 

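Ubiquitin ligase genes were slightly higher as a group in EC placentas, while whether the list of proteasome subunits was called depended on the signal and the test. Of 58 measured ubiquitin ligases, 43 were higher and 15 lower in EC, with a mean log2 change of 0.11 (camera, adjusted p = 0.00408, and adjusted p = 0.44 with an estimated correlation). The 4 members with the smallest p were CDC20, an activator of the anaphase-promoting complex, at -0.63, WWP2, which was not well above background on any array, UBR5 at 0.43 and TRIM37 at 0.47. FBXO32 was kept out of this list because the study chose it on these samples. Of 21 ubiquitin conjugating enzymes, 12 were higher and 9 lower (mean 0.05, adjusted p = 0.439), among them AKTIP at 0.56, BIRC6 at 0.38 and UBE2C at -0.30. Of 33 proteasome genes, 21 were higher and 12 lower with a mean of 0.05, which camera did not call (adjusted p = 0.173) and fgsea placed under the paper's threshold of 0.25 (adjusted p = 0.185). At that threshold fgsea passed most lists, 12 as higher and 15 as lower, so passing sets a list little apart. Camera called proteasome in the authors' value table (mean 0.16, adjusted p = 0.00335) and without CC replicate 3 (mean 0.09, adjusted p = 0.0354), and without CC replicate 4 the mean was -0.02. The subunits with the smallest p were PSMD9 at -0.32, PSMD7 at 0.32 and PSMD14 at 0.35.

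Cysteine peptidases, most of which remove ubiquitin from proteins, were higher for 37 of 64 with a mean of 0.08 (adjusted p = 0.0379, and 0.44 as the adjusted p with an estimated correlation). USP2, a deubiquitinase, had a log2 change of 1.82 (standard error 0.45, adjusted p = 0.445 over all probes from limma) and was the only one of them that passed when adjusted over the list alone. USP27X was at 1.26 and USP24 at 0.70, and USP18, which removes the interferon-induced modifier ISG15, was at -1.0. The mean of ubiquitin ligases was 0.16 on slide 1 and 0.07 on slide 2, and 0.12 and 0.11 on sides 1 and 2, and that of cysteine peptidases 0.08 and 0.07, and 0.05 and 0.11. With the slide as a block the adjusted p was 0.0041 and 0.0435, and with the side as a block 0.00314 and 0.0336, for ligases and peptidases. Without CC replicates 5, 6 and 7 neither list was called, with means of 0.06 (adjusted p = 0.981) and 0.04 (adjusted p = 0.954). With normexp the mean was 0.05 for ubiquitin ligases (adjusted p = 0.0415) and 0.06 for cysteine peptidases, no longer called (adjusted p = 0.0711). Without CC replicate 5 alone the ligases had an adjusted p of 0.0737.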

The proteasome is a protein-destroying apparatus involved in many essential cellular functions, such as the regulation of the cell cycle, cell differentiation, signal transduction pathways and apoptosis. The proteasome is involved in degrading a variety of cellular proteins in a rapid and timely way and most substrate proteins are modified by ubiquitin before their degradation by the proteasome^55^. The slight over-expression of genes encoding the protein degradation machinery in EC placentas, together with the over-expression of the *FBXO32 gene* involved in the formation of the proteasome, suggests an increase in protein degradation following either an increase in protein production or an increase in malformed and misfolded proteins. 

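Camera called unfolded protein response genes, which handle misfolded proteins in the endoplasmic reticulum, as higher in EC placentas. Of 17 measured, 13 were higher and 4 lower, with a mean log2 change of 0.13 (camera, adjusted p = 0.0379, and adjusted p = 0.50 with an estimated correlation). HERPUD1 and SEL1L, both part of the degradation of misfolded proteins of the endoplasmic reticulum, were at 0.72 and 0.47, the chaperone HSPA5 was at 0.32, and SESN2 was at -0.68. The atrophy programme, a list of genes known from wasting muscle without FBXO32 itself, was higher for 14 of 19 with a mean of 0.23 and a median of 0.09 (adjusted p = 0.0379, and adjusted p = 0.44 with an estimated correlation). PDK4, which turns fuel use from glucose to fatty acids, had a log2 change of 1.21 (standard error 0.35, adjusted p = 0.614 over all probes from limma) and was the only member of the 2 lists that passed when adjusted over the list alone. The glucocorticoid-responsive KLF15 was at 1.46, well above background on 5 EC arrays and 1 CC array, and the ubiquitin ligase FBXO30 was at 0.31.

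On slides 1 and 2 the mean was 0.25 and -0.0035 for the unfolded protein response and 0.41 and 0.05 for the atrophy programme. On sides 1 and 2 it was 0.18 and 0.07, and 0.26 and 0.19. With the slide as a block both lists had an adjusted p of 0.0435 and with the side as a block 0.0336. By exact permutation of the arrays the list means had p = 0.113 and 0.0757. Without CC replicates 5, 6 and 7 neither was called, although the means were 0.14 (adjusted p = 0.462) and 0.32 (adjusted p = 0.172), and with normexp the calls of the unfolded protein response (adjusted p = 0.0519) and of the atrophy programme (mean 0.11, adjusted p = 0.0793) also ended. From its enriched gene sets of protein degradation and the higher FBXO32, the paper proposes that protein degradation increased in EC placentas, after more protein production or more misfolded proteins.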

The over-expression of the proteasome complex component has been associated with premature birth^56^ or preeclampsia^57^ in humans. In intrauterine growth retardation, the ubiquitination of the amino acid transporter SNAT2 was reported to be increased^58^, leading to decreased SNAT2 protein expression and decreased placental amino acid transport. Here, growth retardation, however, was not observed. The « RNA degradation » gene set was also enriched in EC placentas and comprised genes encoding proteins involved in the carbon catabolite-repression 4-Not complex (CCR4-NOT) that regulates mRNA synthesis and degradation as well as exosome trafficking^59^. 

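Genes of RNA degradation were not called as a group in EC placentas by camera. Of 35 measured, 18 were higher and 17 lower in EC, with a mean log2 change of 0.02 (adjusted p = 0.452). In the authors' value table the mean of RNA degradation was 0.09 (adjusted p = 0.134), and fgsea, with an adjusted p of 0.760 on the processed signal, gave 0.162 there, higher in EC and under the paper's threshold of 0.25. Most lists passed that threshold on the authors' values, 15 as higher and 14 as lower. None of the 35 RNA degradation genes passed alone, adjusted over the list alone or over all probes. The members with the smallest p were BTG2, an antiproliferative partner of the CCR4-NOT complex, at -0.46 (standard error 0.21), the nuclear exonuclease XRN2 at 0.47 (standard error 0.26), and 2 subunits of the CCR4-NOT complex, CNOT3 at -0.34 and CNOT2 at 0.31.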

The over-expression of genes involved in the RNA degradation machinery was associated with the enrichment of “nuclear pore” and “nuclear envelope” gene sets (involved in RNA transport through the nuclear membrane) and with the enrichment of “organelle membrane”, “integral to organelle membrane” and “Golgi vesicle transport” gene sets (genes participating in protein transport between the cellular organelles). Altogether, these observations point to an increase in cellular protein and RNA trafficking. The “cation/ion channel activity” gene sets were downregulated in EC placentas. Finally, “systemic lupus erythematosus”, “allograft rejection”, “graft versus host disease” and “autoimmune thyroid disease” gene sets were downregulated in EC placentas. These gene sets include genes encoding for proteins involved in pro-inflammatory response and immune reactions with lymphocyte activation and TNF, IL10, and IL1A secretion. 

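Camera called genes of inflammatory cytokines and chemokines as lower in EC placentas. By exact permutation of the arrays the list mean had p = 0.0841. Of 35 measured, 26 were lower and 9 higher, with a mean log2 change of -0.29 (camera, adjusted p = 0.0412, and adjusted p = 0.50 with an estimated correlation). The chemokine CCL5, which draws T cells, was at -1.40 and well above background on 1 EC and 5 CC arrays. The acute phase protein SAA3 was at -1.03 and CXCL10, an interferon-induced chemokine, at -0.88. IL33 was well above background on no EC array and 4 CC arrays, and about 2-fold lower in EC. None of the 35 passed alone, adjusted over the list alone or over all probes. The IL10 probe was not well above background on any array, and none of the 5 probes of TNF or the 4 of IL1A was on more than 1 array, so changes in these 3 genes could not be measured.

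The list of allograft rejection and graft versus host genes, with 15 of 24 lower (mean -0.17, adjusted p = 0.167), did not pass, but did in the authors' value table (allograft rejection and graft versus host, mean -0.10, adjusted p = 0.0118). Its members with the smallest p, CD86 and ICOS, were near background in both groups. Without CC replicates 5, 6 and 7 the mean of this list was 0.17, higher in EC. The lupus set: histones and complement, with 12 of 14 lower (mean -0.21, adjusted p = 0.0942), did not pass either, with SNRPD3 at -0.40 and RO60 at -0.40. For inflammatory cytokines and chemokines the mean was -0.27 on slide 1 and -0.31 on slide 2, and -0.10 and -0.47 on sides 1 and 2, with an adjusted p of 0.0439 with the slide and 0.0418 with the side as a block. Without CC replicates 5, 6 and 7 the mean was -0.06 and the list was not called (adjusted p = 0.541), nor was it with 75th percentile scaling (adjusted p = 0.0537), normexp (mean -0.07, adjusted p = 0.141) or the mean of all probes of a gene (adjusted p = 0.0659).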

Although IL23A and TAGAP do not belong to these gene sets, these results are consistent with the general picture derived from FA analyses, suggesting that some protection against inflammatory processes is induced in F2 placentas from the exposed group.

In summary, *in utero*-exposed female rabbits showed an impaired metabolic phenotype in adulthood, and once pregnant, these animals exhibited liver steatosis, likely underlining a deregulation of lipid metabolism. Moreover foetuses from these females were dyslipidaemic and compared to controls, their placental lipid contents were higher, suggesting that these placentas cannot succeed in protecting the foetuses from maternal dyslipidaemia. However, the fatty acid concentrations and profiles of the placenta suggest adaptive protective mechanisms against inflammation through the placental storage of non-essential fatty acids. This mechanism was illustrated by MUFA storage and the favoured transplacental transfer of n-3 PUFA, which are known for their lipid-lowering effects and anti-inflammatory roles. Moreover, these placentas appeared programmed to counteract any inflammatory exposure as shown by a decrease in the pro-inflammatory arachidonic acid (AA) content and its consequent decrease in the foetal blood compartment as well. These results are consistent with the molecular changes observed in F2 placentas using GSEA analysis of transcriptomic placental data, showing a downregulation of gene sets involved in inflammation, coherent with the upregulation of gene sets involved in protein metabolism (proteasome) and intracellular signalling. Contrary to what has been shown elsewhere, for example, in the case of maternal lipid over-nutrition in rabbits^35^, suggesting that male and female placental responses differ, this was not the case here. 

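In the placental arrays, 9 of 42089 probes were higher in male than in female foetuses at an adjusted p under 0.05 in limma with the group in the model, and none was lower. None of the 9 names a gene in the annotation used here. The probe CUST_1310_PI427147524 had a median-centred log2 signal of 4.53 ± 0.35 in 8 male placentas. It was not well above background in any of the 8 female placentas. Against these signals it was 274-fold higher in males, which is no lower bound (adjusted p = 1.02e-12 from limma). CUST_4333_PI427147524 was at 4.72 ± 0.49 in males and likewise not measured above background in females, about 332-fold higher in the same way (adjusted p = 2.21e-12 from limma). Among named genes, the prostaglandin E receptor PTGER3 had the smallest p but did not pass (adjusted p = 0.0927 from limma). It was well above background on 4 female arrays and no male array. Its log2 difference, male minus female, of -1.26 (standard error 0.22) is therefore measured against background signals. At an unadjusted p under 0.05 there were 868 probes, 307 of them higher and 561 lower in males. This is fewer than the 0.05 of all probes that chance alone gives.

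The response to exposure was not shown to differ between the sexes for any probe, with 0 calls in limma for the interaction of group and sex and 361 probes at an unadjusted p under 0.05. That count is also under 0.05 of all probes. TDRD5, a gene of germ cell RNA granules, had the smallest p, with an interaction of -3.38 on the log2 scale (standard error 0.63, adjusted p = 1.00). In simulated data of this design, 25% of 4-fold interactions and 1% of 2-fold interactions were recovered. Within males the log2 change between EC and CC was 3.24 for IL23A, 1.20 for the brighter TAGAP probe and 1.93 for the brightest FBXO32 probe, and within females it was 3.77, 1.33 and 1.66.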

Foetal sex has been taken into consideration in all of the statistical analyses, as an explicative factor, but no sex-related difference reached statistical significance in any of our datasets. This finding may be explained by the fact that compared with F1 controls, *in utero* exposure did not lead to observable differences in body weight or blood biochemistry; moreover, in adulthood, the F1 females were all fed with the same balanced and optimal gestation-specific diet. Thus, conditions might not have been met metabolically to induce or highlight different gender-specific responses or that the effects of pollution may have been much stronger than the sex-specific responses that would then have been either smoothed or erased. However, it cannot be excluded that the sample size was too small to highlight sex-specific effects. The authors acknowledge that this experimental study, which was continued until the F2 generation, has limitations due to small sample size for the control group, especially due to gestation failure. Thus although the authors have confidence in their results, these results must be considered with circumspection and therefore remain preliminary.

## Conclusion

In conclusion, the indirect exposure of F1 females *in utero* to DE might affect placental function and foetal metabolism in their F2 offspring at ended gestation. Different technical approaches, using membrane biochemistry and molecular biology, have demonstrated potentially favourable placental counter-regulation around inflammation to preserve F2 foetuses. Altogether, these preliminary results demonstrate that maternal exposure to air pollution due to diesel engine exhaust should be considered as a programming factor within the context of the Developmental Origins of Health and Diseases (DOHaD), with a high risk of intergenerational transmission. The mechanisms involved in this transmission and the long-term health effects of F2 after birth remain to be determined.

## Materials and Methods

### Animals

All experimental protocols were approved by the local ethical committee COMETHEA (*Comité d’Ethique en Expérimentation Animale du Centre INRA de Jouy en Josas et AgroParisTech*), referenced as N°C2EA-45 in the French National registry CNREEA (*Comité National de Reflexion Ethique sur l’Expérimentation Animale*), under N°12/102. The methods were carried out in accordance with the relevant guidelines and regulations. As described previously, F0 pregnant New Zealand white female rabbits (INRA1077 line) were exposed by nose-only inhalation to diluted DE (exposed group) or clean air (control group) at a concentration of 1 mg/m^3^ with a mean particle diameter of 69 nm for 2 h/day and 5 days/week, from the 3^rd^ to the 27^th^ day post-conception (dpc)^7^. Briefly, DE exposure was performed with the Mobile Ambient Particle Concentrator Exposure Laboratory^60^ connected to a 25KVA Loxam engine with a 500 nm particle filter. The measured components of the exposure mixture used in the present experiment were published previously^7^. Sixteen F0 females (N = 7 Controls, N = 9 Exposed dams) gave birth to F1 offspring, which were raised under control conditions. Altogether, 72 F1 offspring survived until adulthood, including 18 control females, 40 exposed females, 11 control males and 16 exposed males. All animals were weaned at 5 weeks of age. After becoming sexually mature adults at 6.5 months of age, a limited number of F1 nulliparous females (11 F1 control and 11 F1 exposed females) were dedicated to the production of the F2 generation. These females were mated with unexposed males. In the controls, only 5 out 11 rabbits were diagnosed as pregnant, among which one rabbit died at mid-pregnancy and another aborted; in the exposed group 10 out 11 rabbits were pregnant, including 1 abortion at mid-pregnancy. All females that were still pregnant (N = 3 controls and N = 9 exposed) were euthanized at 28 dpc to collect second generation (F2) foeto-placental units (see experimental protocol on Supplementary Figure S8). Maternal and foetal plasma were also collected and frozen at −80 °C until further assay. As a reminder, in this study hereafter, CC refers to F2 foetuses collected from F1 control dams (N = 21) and EC refers to F2 foetuses collected from *in utero*-exposed F1 dams (N = 87). Foetuses were weighed; foetal crown-rump length, biparietal diameter and head length (using a digital caliper) and abdominal diameter were measured prior to dissection. Blood samples, sampled prior to sexing, were collected from all foetuses. During dissection, each foetus was sexed by visual observation of the internal genital organs and organs were subsequently collected and weighed. Two males and two females were retained per litter for the analyses; we have sexed the foetuses beginning from the left horn on the ovarian side towards the right horn, and we collected the samples of the first two males and two females among the dissected specimens. The labyrinthine area of the placenta (materno-foetal exchange zone, of foetal origin) was dissected from the placental junctional area and the decidua, and split for either fixing or snap freezing in liquid nitrogen for further analyses. Analyses were all made on samples from the same male-female couples per litter (2 couples/ CC litter and 1 couple/ EC litter), as follows: maternal plasma and hepatic samples (3 C and 9E), placental and foetal plasma samples (12 CC and 12 EC, randomly chosen among the collected ones, half females and half males) for biochemistry and fatty acid analyses. The histological and stereological evaluation of the labyrinthine area of the placenta were limited to 6 placental samples per group, randomly chosen from the same sampling assortment as those used just above. Similarly, 8 different placental samples were randomly chosen among the selected samples for transcriptomic analyses (eight replicates per condition).

### Biochemistry

Classical biochemistry (triglycerides, cholesterol, glycaemia, urea, creatinine, ASAT, ALAT) was performed on maternal (n = 3 C and 9 E) and fetal EDTA-plasma (n = 12 CC and 12 EC) using a classical automated biochemistry analyser (DXc800 Beckman Coulter equipment). Plasma insulin was assayed with chemiluminescent immunoassay using paramagnetic particles on an automaton analyser (DXi Beckman Coulter equipment).

### Fatty acid analysis

A total of 100 µL of maternal plasma (n = 3 C and 9 E), 100 µL of foetal plasma (n = 12 CC and 12 EC) and 300 mg of the labyrinthine area (n = 12 CC and 12 EC) from each selected conceptus and of maternal livers were used for lipid analysis. After classical lipid extraction of plasma^61^, fatty acids were transmethylated with BF3-methanol and the fatty acid methyl esters (FAME) were analysed by Gas Chromatography-FID (GC 3900 Varian, France) on an Econo-Cap EC-WAX capillary column^35^. After lipid extraction of the placental tissue, the phospholipids (tissue membranes) were separated from neutral lipids (intracellular lipid store) using silica acid cartridges (Supelco, Bellefonte, PA) according to Juaneda *et al*.^62^ prior to transmethylation of the fatty acids from these two fractions and gas chromatography analysis^63^. The identification of fatty acids was made in reference to known fatty acid profiles obtained from injection of standard FAME mix (Supelco 37 components FAME mix, ref 47885-U, Sigma). The fatty acid profile was established for each sample and expressed as a % of the total fatty acids. Heptadecanoic acid (C17:0), introduced prior to the plasma lipid extraction (50 µg) or prior to the fatty acid transmethylation of placental phospholipid and neutral lipid fractions (200 µg), was used as an internal standard to measure the total fatty acid concentration of plasma or for relative fatty acid quantification of each placental lipid fraction after chromatogram analysis. The fatty acids were identified using chromatographic analyses as described in the Supplementary Note. The DNL index was determined in maternal plasma as de novo lipogenesis (C16:0/C18:2n-6 ratio)^22,23^. Only a few relevant fatty acids are outlined in the result tables, but all the fatty acids are included in reported totals. Moreover, Principal Component Analyses (PCA) were performed using the full fatty acid profiles (*cf*. Statistics).

### Liver histology

Maternal liver fragments from all F1 dams were fixed in 4% formaldehyde for at least 10 days prior to dehydration in ethanol solutions, clearing in butanol, embedding in paraffin and cutting into 5 µm thick sections (Leica microtome, Germany). Four different colourations were performed on liver sections: a routine hematoxyline eosine Safran (HES) colouration to reveal the different cellular components, a Prussian blue coloration (Perl’s colouration) to highlight possible ferric deposits and the activation of Kupffer cells, a Masson’s trichrome colouration (Microm Microtech France) to visualize collagen fibres and a periodic acid Schiff (PAS) staining to highlight the presence of glycogen. All coloured sections were analysed under light microscopy and scanned using the Nanozoomer Digital Pathology System (NDP Scan U10074-01, Hamamatsu, Japan).

### Immunohistochemistry

**S**amples of the labyrinthine area (N = 6 CC and N = 6 EC) were fixed with 4% formalin. After dehydration in ethanol solutions and washing in xylene, and the samples were embedded in paraffin and cut into 7 µm thick sections (Leica microtome, Germany). Immunodetection of vimentin was performed to label foetal capillaries as described previously^35^.

### Stereological analyses

The cellular composition of the labyrinthine area was explored by stereology. After vimentin immunodetection, all placental sections were scanned using the NanoZoomer Digital Pathology System (NDP Scan U100074-01) as previously described^64^. The volume fraction and surface density of trophoblasts, foetal vessels and maternal blood space, i.e., the components of the labyrinthine area, were quantified using the One Stop Stereology method available on Mercator® software, as described previously^65^.

### Transcriptomic analyses

#### RNA isolation

Total RNA was extracted from frozen pieces of labyrinthine area in liquid nitrogen, randomly collected from each control (n = 8 CC), exposed (n = 8 EC) litter, half males and half females. The samples were ground in a solution D + (namely: thiocyanate guanidine 4 M, sodium citrate 25 mM pH 7, N-lauryl-sarcosine 0.5%, β-mercaptoethanol 0.1 M). The RNA was extracted twice with 3 M sodium acetate pH 4–5, aquaphenol and chloroform/isoamylic ethanol (24:1), then precipitated in isopropanol at −80 °C overnight. A purification procedure using DNAse I (Qiagen) treatment at 25 °C for 15 min was performed prior to elution. The RNA pellet was washed with ethanol, dried and solubilized in RNase-free water (10 µl of H_2_O for 100 mg of tissue). The RNA was purified with the RNeasy Mini Kit (Qiagen) and quantified by Nanodrop (Thermo Scientific, Madrid, Spain), and the quality was verified on the Bioanalyzer 2100 (Agilent Technologies). Total extracted RNA was stored at −80 °C for further RNA labelling.

#### RNA amplification and labelling and microarray processing

The eight samples from each group were used as biological replicates for the microarray analysis. RNA from each placental tissue (200 ng) was amplified and labelled with cyanine 3 (Cy3) dye using the One-colour Microarray-based Gene Expression Analysis Low Input Quick Amp Labelling Kit (Agilent Technologies). Excess dye was removed with the RNeasy Mini Kit (Qiagen) and dye incorporation and concentration were determined using the microarray setting on the Nanodrop 2000 and the Bioanalyzer 2100. Hybridization was performed at the CRB GADIE (INRA Jouy-en-Josas, France, http://crb-gadie.inra.fr/). Equal amounts of Cy3-labelled samples (600 ng, Specific Activity > 6.0 pmol Cy3/μg of cRNA) were mixed with blocking agent and fragmentation buffer, and then 24 μl of the mixture was hybridized into the Rabbit Custom Gene Expression Microarrays (GEO accession GPL18913, Agilent-042421 Rabbit BDR version 2, Agilent Technologies) for transcriptomic analysis (12775 genes)^66^. After 17 h at 65  °C, the hybridized slides were washed twice for 1 min at room temperature in GE Wash Buffer 1 and 1 min at 37 °C with GE Wash Buffer 2 (Agilent Technologies) and air-dried and scanned immediately.

#### Microarray analysis

After hybridization, the scanned images were analysed using Feature Extraction software (v10.7.3.1; Agilent Technologies). The data were normalized using intra-array median subtraction and log2 transformation. The raw data intensity files were read into R (www.r-project.org). The identification of differentially expressed genes from EC and CC F2 placentas was achieved using the Limma package^67^. P values obtained by this analysis were adjusted for multiple testing using the Benjamini-Hochberg procedure. Probes with an adjusted P value < 0.05 were considered significant.

#### Gene Set Enrichment Analysis (GSEA)

The standard strategy to analyse transcriptomic data is based on a single-gene level that is very efficient when perturbations exert strong impacts on individual genes. This classical approach, however, becomes inefficient with subtle conditions because only a minor fraction of the information contained in whole-genome transcriptomic dataset is used, due to arbitrary thresholds used^24^. Gene set enrichment analysis (GSEA) was established for use in metabolic studies in the 2000s^68^. All detected unfiltered transcripts are mapped to their intended pathways (or other “sets of interest”). The subsequent analysis within specific pathways enables the study of the regulation of specific pathways that include moderately regulated (and non-regulated) genes usually lost due to experimental background noise. Here, the GSEA approach^68^ was used on transcriptomic data to systematically identify biological pathways enriched in genes associated with F1 foetal exposure and performed using the following parameters: 1,000 gene set permutations, weighed enrichment statistics, gene set size between 15 and 500 and signal-to-noise metrics. Regulated pathways were considered statistically significant when the false discovery rate (FDR) q-value was <0.25. The GSEA-derived normalized enrichment score was used for the visualization of pathway regulation, using the KEGG (The Kyoto Encyclopedia of Genes and Genomes) and GO (Gene Ontology) databases. KEGG is a database resource for understanding high-level functions and utilities of the biological system, from molecular-level information, especially large-scale molecular datasets generated by high-throughput experimental technologies. One of the main uses of GO is to perform enrichment analysis on gene sets. For example, given a set of genes that are up-regulated under certain conditions, an enrichment analysis will find which GO terms are over-represented (or under-represented) using annotations for that gene set. Thus C2:KEGG and several categories of the more detailed GO gene set database, i.e. C5:BP (Biological Processes), C5:CC (Cellular Component) and C5:MF (Molecular Function)^69^, were used to identify the top 15 pathways characterizing each group.

#### Reverse transcription and real-time PCR

For validation of the microarray experiments, total RNA was extracted from pieces of the labyrinthine area from the same control (n = 8 CC) and exposed (n = 8 EC) placentas. The RNA was isolated on silica-based columns, using the RNeasy Plus Mini Kit with the effective elimination of genomic DNA, following the manufacturer’s instructions (Qiagen, France). Total RNA was quantified using OD 260 nm on a NanoDrop 1000 spectrophotometer (ThermoScientific, Baltimore, MA, US) and quality was assessed with the Fragment Analyzer (AATI, US) to determine the RNA quality number. RNA (750 ng) was reverse-transcribed using the iScript Reverse Transcription Supermix (Bio-Rad, Hercules, CA, US). The expression of conventionally used housekeeping genes, including RPL18 and EIF4E2, was shown to be stable between assays. Quantitative real-time PCR (qRT-PCR) was performed with the Fast SYBR Green Master Mix and the Applied Biosystems 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster city, California US). The experimental protocol consisted of an initial polymerase activation at 95 °C, for 20 s followed by an amplification program for 40 cycles maintaining the annealing and extension primer temperature at 62 °C for 20 s. A melting-curve analysis was then performed to verify the amplification of a single product. All primers were designed using NCBI Primer-BLAST and selected to generate amplicons with a length of 100–200 bp (Table 6). The primers were synthesized by Eurogentec. Standard curves were generated to calculate the efficiency of each set. Only primer sets with an efficiency of 1.85 to 2.1 were used for qPCR. The relative mRNA levels for each assay were computed from the Ct values obtained for the target gene. The data were pooled and analysed using RQ manager v1.2 and dataAssist v1.0 (Applied Biosystems). DataAssist™ software is a simple, yet powerful data analysis tool for sample comparison when using the comparative cycle threshold (CT) method^70^ for calculating the relative quantitation of gene expression. This software contains a filtering procedure for outlier removal, various normalization methods based on single or multiple genes, and provides relative quantification analysis of gene expression through a combination of statistical analysis and interactive visualization.

**Table 6:** Primers (DNA oligos) used for FBXO32, IL23A and TAGAP mRNA quantification by real-time RT qPCR, in *Oryctolagus cuniculus species*.

Genes	Accession number	Sequences of forward (FW) and reverse (RV) primers	
FBXO32	XM_002710762	L-FBXO32-FW	CCT-CCA-GCT-CTG-CAA-GCA-TT
		L-FBXO32-RV	AAA-GTC-CTG-GGG-TGA-AAG-TGA
IL23A	XM_002711079	L-IL23A-FW	TGG-GAC-CCA-TGG-AGC-TAC-TA
		L-IL23A-RV	TGC-AGG-CAG-AAC-TGA-GTG-TT
TAGAP	XM_008263738	L-TAPAG-FW	GGG-AAG-GTT-AAG-ACG-CTG-GT
		L-TAPAG–RV	GGT-GGA-CGT-GTC-TGA-ACT-GT
EIF4E2	ENSOCUG00000004534	L-EIF4E2-FW	TGG-CAA-GTG-GAT-TAT-TCG-GC
		L-EIF4E2-RV	CAG-AGA-CCA-CAG-CCC-CAC-AG
RPL18	DQ403030	L-RPL18-FW	CAA-CTC-CAC-GTT-CAA-CCA-GGT
		L-RPL18-RV	GGT-CTT-GTT-CTC-CCG-CCC

*Endogenous transcripts, EIF4E2 and RPL18, were used as reference transcripts*.

### Statistical analyses

All data (except placental transcriptomic data) are expressed as median[Q1;Q3], with the first (Q1) and third quartiles (Q3) corresponding to 25 and 75% of the scores, respectively. For all F1 maternal data, a linear model was used, with random effect of dams adjusted for treatment, birth date (indexed in 3 categories), integrating neonatal and peri-weaning data of these F1 females to account for their early nutritional status (litter size at birth and at weaning) using the linear mixed effects model (nlme package, R, Pinheiro, Bates, DebRoy, Sarkar and the R Development Core Team 2013. nlme. R package version 3.1–111; http://www.r-project.org/). The β-value represents sample variability after adjustment. A negative β-value represents a reduction in the exposed group and a positive β-value represents an increase in the exposed group compared to controls. A similar linear model was used for F2 foetal data with a random effect of dams adjusted for treatment, litter size, foetal position in the horn (indexed in 3 categories - A, B or C – to indicate the position of the foetus in the horn, with A: at the top of the horn near the ovary, B: in the middle of the horn or C: at the bottom of the horn towards the vagina) and foetal sex as an explicative factor. For fatty acid profiles, linear mixed models identical to those used for maternal and foetal data were used to analyse each fatty acid for each profile. Principal Component Analyses (PCA) were performed using FactoMineR (R package^71^ dedicated to multivariate data analysis^69^) to analyse the biological relevance of the significant differences observed using the linear model.

### Ethical approval

All experiments were carried out in accordance with relevant guidelines and regulations. All experimental protocols were approved by the local ethical committee, referenced as N°45 in the French National register, under N°12/102.

## Supplementary information

Supplementary data

Supplementary Table S3

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its Supplemental Files; microarray data were registered in Gene Expression Omnibus (GEO) under accession number GSE109831.

How the deposited data were processed for this re-analysis (not part of the article)

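The arrays measured RNA of the labyrinthine area of 16 F2 rabbit placentas at 28 dpc, 8 from F1 dams exposed in utero to diesel exhaust (EC) and 8 from control dams (CC), 4 of each group from male foetuses. The labels name the group, replicate and sex of each placenta, and the groups match the paper. They do not give the dam, and since the paper reports 3 control dams still pregnant at 28 dpc, the CC placentas came from at most 3 litters. By the Methods couples of a male and a female were sampled per litter, so EC placentas can share litters too, and the tests do not model this.

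The authors hybridized Cy3-labelled RNA and extracted each array with Feature Extraction 10.7.3.1, as the file headers and the paper's Methods give it. The deposited scanner files hold intensity values on a linear scale for 62976 spots per array, of which 61657 are not controls: a processed signal from which the software had subtracted the background, and mean, median and background signals without subtraction. The authors' deposited value table holds log2 values with each array at a median of 0, in which each probe equals the mean of log2 median signals minus the array median, without background subtraction, within a tolerance of 0.02 for 96.3 to 98.8% of the probes of an array. The deposited files also hold, as other values, the software's mark of 1 or 0 for a spot well above its background. The submitters' processing notes also name limma, with no version. The aim of subtracting the median of each array is to remove differences in overall brightness, and a processed signal near background is a surrogate value, so changes of dim probes depend on the background step.

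The values used here are log2 of the processed signal minus the median of each array over its probes, with the spots of a probe averaged after 73 probe values marked as outliers by the software were left out. A probe has 1 spot for 27759 probes, 2 for 9092 and 3 for 5238. Control spots were left out and no spot was saturated. All 42089 probes were tested with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05 as in the paper's Methods and with no filter, on which the paper says nothing for this test. The paper states that foetal sex entered its statistics as a factor, and here it was an alternative for EC against CC. Models were the group alone for EC against CC, group and sex for males against females, and their interaction. Exact permutation tests over all splits of the arrays into 8 and 8 were two-sided except where stated. Some probes were not well above background on any array of a group. Their fold, where given, compares the mean of the brighter group with a floor for the dimmer group. The floor is the mean over its arrays of the higher of the lowest signal well above background and the probe's own. On each array the lowest signal well above background lay below the median of the probes never well above background. Such a fold is therefore no lower bound.

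Probes were named through the array's annotation and a table of RefSeq rabbit genes, by gene identifier (17877 probes), RefSeq accession (11506) or symbol (2744), routes that can overlap. Of all probes, 19766 name 1 symbol, 894 only an unnamed gene identifier and 100 several symbols, and 21329 had no match, which are given by probe name. Coordinates are those of the array's annotation on build oryCun2. Exons and untranslated regions were not assigned, since no genome annotation with exons was used here.

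Before the data were examined, 43 gene lists were written from the paper's terms and from textbook knowledge, including markers of cell types that a placental sample can hold. The paper's KEGG and GO gene sets were not used here. Each gene entered with its probe of highest mean over all arrays, and lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, adjusted over the lists. FBXO32, TAGAP and IL23A belong to no list, since the study chose them on these samples. For each gene list, the number of members that pass is counted over all probes and after adjustment over the list alone. The genes named are those the paper names, those past the threshold, the 10 with the smallest p in each direction that are well above background on at least 4 arrays, the 2 to 4 members of each list with the smallest p, and for sex the probes past the threshold. The first rows of the paper's Table S3 had been seen when this rule was written.

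The alternatives chosen before the data were examined were scaling to the 75th percentile, the median signal, normexp with an offset of 50 and quantile normalization, the authors' value table, a filter to the 26618 probes well above background on at least 4 arrays, the slide, the replicate number, sex and the code of the array names as blocks, a trended robust variance model and each array left out in turn, and for the lists the mean of all probes of a gene, an estimated correlation, fry and a signal-to-noise ranking with fgsea 1.28.0, for lists of 15 to 500 genes, with 1000 permutations and the paper's false discovery rate of 0.25. Those chosen after seeing the data were the side of the slide as a block, the fit without CC replicates 5, 6 and 7, and 4 combinations of a signal or scaling with the filter.

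The fits were tested on simulated data with 42020 probes, each drawn independently of the others. For 8 EC against 8 CC arrays, 38% of 2-fold and 90% of 4-fold changes were recovered and 8 of 136 calls were false. For males against females 23% and 85% were recovered. For lists, all 4 that were shifted by 0.5 on the log2 scale were recovered by camera with either correlation and by fry, with 0 others called. The simulated genes did not correlate, while the estimated correlation was 0.66 for the real ribosomal list and 0.62 for oxidative phosphorylation. The 0 others called therefore say nothing about false calls among correlated genes. Among the called lists the largest mean change was -0.33, for ribosomal proteins. Recovery of list changes of the real size was therefore not tested. No columns of other samples were used.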

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

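The tests of the shared code of the array names, of decidua markers and of the side of the slide were chosen after the results were seen, while the counts over other splits of the arrays were chosen before.

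Dixon's ratio of the gap to the range was used to look for a lone sample in 94 groups of 8 values, EC and CC apart. It flagged 6, where chance alone flags about 1 in 20 groups for any of its 8 arrays. All 6 were CC replicate 4, a male placenta, which only the CC groups can hold. Its log2 signal was 9.96 for RPL18 (the other CC placentas 10.72 to 11.29), 5.29 for EIF4E2 (5.79 to 6.09), the 2 genes against which the paper normalized its RT-qPCR, and 2.16 for SLC38A2, the amino acid transporter SNAT2 (3.54 to 4.11). It was 2.37 for IL23A (-0.72 to 0.25) and 0.41 for IL1A (-4.26 to -2.14), and its mean over the ribosomal list was 9.26 (10.01 to 10.35). Without CC replicate 4, IL23A had a log2 change of 3.83, the brightest FBXO32 and TAGAP probes had an adjusted p of 0.133, 1 probe was called between EC and CC, 5 lists were higher and 6 lower, and the change of the ribosomal list was -0.44 in place of -0.33. No explanation of this placenta was tested.

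IL23A, TAGAP, FBXO32 and BMP2 were higher in EC placentas, on both slides and on both sides of the slides. If the arrays were independent, chance would be excluded for the count of called probes. Of 100 splits of the arrays into 8 and 8, the real one included, 1 called as many as the real 2, and the highest of the others called 0. These splits exchange single arrays, although the 8 CC placentas came from at most 3 litters and EC placentas can share litters too. Arrays that share a code correlated at 0.317 with the group in the model. Independence cannot be taken for granted, so the splits do not exclude chance. With the code of the array names as a random block, limma called 0 probes (1163 at an unadjusted p under 0.05). That count is under the 0.05 of all probes that chance alone gives. The IL23A log2 fold change EC vs CC kept its size, 3.501 against 3.505, but its standard error grew from 0.39 to 0.50, which ended the call (adjusted p = 0.0548). Arrays that share a code cannot be told apart from the groups, since each code lies within 1 group. With each code as 1 value all 4 genes had an exact permutation p under 0.05 (p = 0.0119, the smallest of 84 splits, for the first 3 and 0.0238 for BMP2), but this decides nothing, since the genes were picked for their difference on these arrays. More decidua or uterine tissue in the EC samples cannot be told apart, since 2 of 9 other measured decidua markers were higher at an unadjusted p under 0.05 but 6 of the 9 had lower values, which is too mixed to decide. The mean of the whole decidua list, BMP2 included, was 0.39 higher in EC. It had p = 0.0134 by exact permutation of the arrays and an adjusted p of 0.107 by camera. By the paper's Methods the labyrinthine area was dissected away from the decidua and the junctional area, which would remove such tissue where the dissection was complete. The in utero exposure of the dams, the litters and their genotypes remain open and may each contribute.

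For foetal sex, a comparison for which the paper reports no significant result, 9 probes without a gene name were higher in male placentas. CUST_1310_PI427147524 and CUST_4333_PI427147524 had the smallest p, at 8.10 and 8.38 on the log2 scale. Their female signals were not well above background, so these sizes are measured against background. Chance can be excluded for the count of 9 probes, with 2 of 100 splits within the groups calling as many, although the highest of the others called 16068 probes. That split, the only one that called more than 100 probes, points to a structure of the samples that was not identified: of the 8 arrays it set against the rest, 6 lay on side 2, but of the 14 splits as uneven over the sides it was the only one that called a probe. With the side of the slide as a block, 11 probes were called between the sexes, 9 of them shared with the 9. For the interaction of exposure and sex, no split can call fewer than the real 0, so that all 100 splits called as many and the splits decide nothing (highest of the others 11097), and none of 28 probes of named genes passed this test.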

How the results depend on the processing

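The side of the slide as a block, the fit without CC replicates 5, 6 and 7 and the 4 combinations with the filter were chosen after seeing the data, and all other settings before. The directions of IL23A, TAGAP and FBXO32 held under all 12 alternatives, at log2 changes of 2.50 to 3.505, 0.88 to 1.30 and 1.51 to 1.80, and with each array left out. Their side of the threshold, and the number of calls, did not hold, and except for the filter, which tests fewer probes, and the settings that leave out arrays, the cause was not tested. Signal over background limits what can be said of dim probes, and 8992 of 42089 probes were not well above background on any array.

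The 2 probes called between EC and CC became 1 with 75th percentile scaling, 1 with the slide as a block and 1 with foetal sex as a covariate, 8 with the median signal, 8 in the authors' value table, 9 with a trended robust variance, 13 with normexp and quantile normalization (10 of them higher), 16 with the filter, 17 with the side of the slide as a block, and 0 with the code of the array names as a random block and 0 without CC replicates 5, 6 and 7. With the filter added, 75th percentile scaling gave 28 (24 higher), the median signal 9, normexp 26 (22 higher) and the authors' table 9. Where no split is given, all calls were higher in EC. Leaving out each array gave 1 to 18 calls, with 18 without EC replicate 6 (16 higher) and 8 without CC replicate 1.

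FBXO32 passed the threshold with the median signal (1.69, adjusted p = 0.0389), normexp (1.51), the authors' table (1.68) and, at 1.80, with the filter, the trended variance and the side as a block, and the brighter TAGAP probe with the median signal (1.04), normexp (0.88), the authors' table (1.04) and, at 1.27, the filter, the trended variance and the side as a block. Over the alternatives the adjusted p ran from 0.0102 to 0.616 for FBXO32, from 0.0114 to 0.616 for TAGAP and from 0.000605 to 0.153 for IL23A. IL23A lost its call with the code as a random block (3.501, adjusted p = 0.0548) and without CC replicates 5, 6 and 7 (3.19, adjusted p = 0.153). With each array left out, the change was 3.34 to 3.83 for IL23A, always past the threshold, 1.18 to 1.35 for TAGAP and 1.67 to 1.96 for FBXO32, past it once and in 2 cases, respectively.

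With the replicate number as a block, 7 probes were called, 1 of them shared with the 2, and FBXO32 passed at 1.80 (adjusted p = 0.0358). The numbers do not pair the samples: the deviations of EC and CC placentas with the same number correlated at -0.30 to 0.28, and 2 of 8 EC placentas correlated best with their own number. The block left 5 lists higher and 8 lower.

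Of the gene lists, 5 higher and 10 lower in EC, the number higher became 10 with the median signal, 10 in the authors' table, 1 with normexp, 12 with fgsea at the paper's threshold of 0.25 (6 at 0.05), 1 without CC replicates 5, 6 and 7, and 0 with an estimated correlation and 0 by fry. The number lower became 4 with 75th percentile scaling, 2 with normexp, 4 without CC replicates 5, 6 and 7, and 0 with an estimated correlation and 0 by fry. By fgsea 15 were lower at 0.25 and 10 at 0.05. The other settings of camera gave 4 to 6 lists higher and 7 to 14 lower. By fgsea on the authors' values 15 were higher and 14 lower at 0.25, and 10 and 9 at 0.05. Leaving out each array gave 1 to 8 higher and 2 to 12 lower, with the fewest without EC replicate 1 (1 and 2) and without CC replicates 5 or 6 (1 and 4, 1 and 3). Without CC replicates 5, 6 and 7 the direction turned for ion channels (0.22, adjusted p = 0.00557) and for peptide and lipid receptors (0.17), and against all other genes also for ubiquitin ligases (0.0648) and cysteine peptidases (0.0380), whose means stayed above 0.

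Genes with no call that changed sign were few: the EIF4E2 log2 fold change with the median signal (0.0797), in the authors' table (0.0766) and without EC replicate 4 (0.0061, against -0.133 without CC replicate 4), SLC38A2 without CC replicate 4 (-0.0872, against 0.268 without EC replicate 2), TNF with normexp (0.0061) and without CC replicates 5, 6 and 7 (0.20), and IL10 without these 3 (0.35). The IL10 probe and the brightest TNF probe were not well above background on any array, so their signs say nothing. The count of probes between the sexes was 8 to 11 and that of the interaction 0 under all 10 alternatives, and the difference in array correlation was 0.00064 to 0.0017, never past the threshold.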

Differences from the paper's values

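For IL23A the paper gives an increase of 275%, and the processed signal gives 1035% on the linear scale, an 11.4-fold difference. On this scale none of the 26 alternatives set before the data were examined came within 1.5 times of the paper's value, the nearest being normexp and quantile normalization at 467%, the authors' value table at 566% and the median signal at 567%. The paper's percentages for the other two genes lie on another scale: as a percent difference of the group medians of log2 values, FBXO32 was 88.4% higher here, and 118.6% in the authors' value table, against the paper's 119%, and TAGAP was 145.4% higher here, and 212.9% in that table, against the paper's 214%. On the linear scale these genes were 247.2% and 141% higher here. For IL23A no such ratio of medians can be formed, since the CC median is below 0 (-0.14 here and -0.04 in the authors' value table, against EC medians of 3.44 and 2.755). The EC median of 2.755 in that table has the digits of the paper's 275%, and the paper does not state how this percentage was formed.

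For FBXO32 the paper counts 4 significant probes of 5, and 0 passed here. The median signal and the authors' value table gave 4, and normexp, the filter on dim probes, the replicate block, the trended robust variance, the fit without EC replicate 6 and the fit without CC replicate 1 gave 5. The other 18 alternatives set before the data were examined gave 0. For TAGAP the paper counts 2 significant probes of 2, and 1 passed here. The median signal, normexp, the authors' value table, the filter, the trended robust variance and the fit without EC replicate 6 gave 2, and the other 20 gave 0 or 1. The side of the slide as a block, chosen after seeing the values, also calls all 5 FBXO32 probes and both TAGAP probes and drops 0 of the probes the paper calls.

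Of the paper's Table S3, the first 1329 rows were used and 40734 more rows were not. The paper's log2 change for IL23A is 2.73 against 3.505 here, and it is within the error of the median signal, of normexp and of the authors' value table, and of none of the other 23 alternatives set before the data were examined. For the brighter TAGAP probe the paper gives 1.04 against 1.27, which is within the error with 75th percentile scaling, the median signal, the authors' value table, the code of the array names as a random block and 7 of the fits with an array left out, and not under the other 15. For the dimmer probe the paper gives 1.06 against 1.31, within the error with 75th percentile scaling, the median signal, the authors' value table and 3 of the fits with an array left out, and not under the other 20.

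The paper states that no difference related to sex was significant in any of its data, while 9 probes were higher in male placentas here. The paper reports proteasome, nuclear pore, Golgi vesicle transport, signal sequence binding, organelle membrane and RNA degradation sets as enriched in EC placentas by GSEA at a false discovery rate of 0.25. By camera at 0.05 the hand-written lists of these names were not called here, while those of ubiquitin ligases and nuclear envelope were. With the median signal and with the authors' value table, camera called proteasome (adjusted p = 0.00333 and 0.00335), nuclear pore (0.0445 and 0.0441), Golgi vesicle transport (0.00157 with both), signal sequence binding (0.00333 and 0.00335) and organelle membrane proteins (0.00333 and 0.00335). The mean of all probes of a gene called signal sequence binding (0.0439), and the side of the slide as a block, chosen after seeing the values, called Golgi vesicle transport (0.0495), dropping 0 of the paper's sets called here. With 1 array left out, camera also called proteasome without CC replicate 3 (0.0354), Golgi vesicle transport without EC replicates 2, 3 or 5 or CC replicates 3, 7 or 8, and signal sequence binding without EC replicates 2 or 5 or CC replicates 3 or 7. RNA degradation had an adjusted p of 0.452, and no camera setting called it. By fgsea at the paper's threshold, proteasome had an adjusted p of 0.185, Golgi vesicle transport 0.0333, signal sequence binding 0.028 and organelle membrane proteins 0.112, all higher in EC, while nuclear pore, at 0.605, and RNA degradation, at 0.760, did not pass. On the authors' values RNA degradation had 0.162 and nuclear pore 0.0377.

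The paper reports olfactory transduction, amine receptor, lupus and allograft rejection sets as lower in EC placentas, and the lists of these names had lower means here but were not called by camera. The median signal and the authors' value table called olfactory receptors (0.00968 and 0.00955), amine receptors (0.00471 and 0.00469) and allograft rejection and graft versus host (0.0119 and 0.0118), and the filter called amine receptors (0.0477) and the lupus set: histones and complement (0.0392). With 1 array left out, camera also called olfactory receptors without EC replicates 2 or 5 or CC replicate 3, and amine receptors without EC replicate 2 or CC replicates 2, 3 or 8. By fgsea at the paper's threshold, olfactory receptors had an adjusted p of 0.119, amine receptors 0.028 and allograft rejection and graft versus host 0.0639, all lower in EC. Without CC replicates 5, 6 and 7 the mean turned to 0.17 for olfactory receptors and 0.19 for amine receptors. It turned to 0.17 for allograft rejection and graft versus host, and was -0.01 for the lupus set. The list of ion channels was lower here, as the paper reports for its ion channel sets, but the call ended under 10 of 15 alternatives, and without CC replicates 5, 6 and 7, a fit chosen after seeing the values, the list was higher (0.22, adjusted p = 0.00557).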

Other observations

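Ribosomal protein genes were the list with the smallest p in the comparison, and all 11 measured were lower in EC placentas, with a mean log2 change of -0.33 (camera, adjusted p = 0.000477, and adjusted p = 0.50 with an estimated correlation). RPL37A was at -0.45, RPS5 at -0.40 and RPL18 at -0.41 (adjusted p = 0.877 from limma). Proliferation genes were lower for 21 of 31 (mean -0.19, adjusted p = 0.0379, and 0.50 with an estimated correlation). The mitotic genes BUB1 and CCNB1 were at -0.69 and -0.63, and MCM3 of the replicative helicase was at 0.48. The mitotic gene KIFC1 was not well above background on any EC array and about 1.8-fold lower. Oxidative phosphorylation genes were lower for 33 of 37 (mean -0.14, adjusted p = 0.0477, and 0.73 with an estimated correlation), with COX7A1 at -0.41, NDUFS5, not well above background on any array, and UQCRQ at -0.37, but the list was not called in the authors' value table (adjusted p = 0.771). Markers of red cells and their precursors were lower for 13 of 17 (mean -0.31, adjusted p = 0.00189, and 0.44 with an estimated correlation), led by ALAS2, the first enzyme of haem synthesis in red cells, at -0.83, the globin HBQ1 at -0.70 and the membrane protein EPB42 at -0.71, and these 3 passed when adjusted over the list alone. Neutrophil markers were lower for 8 of 10 (mean -0.29, adjusted p = 0.0477, and 0.57 with an estimated correlation), with LCN2 at -0.82 and CAMP at -0.80, and lymphocyte and natural killer markers for 15 of 20 (mean -0.25, adjusted p = 0.0479, and 0.70 with an estimated correlation), with CCL5 at -1.40, LCK at -0.68 and FOXP3 at -0.55. On slides 1 and 2 the means were -0.21 and -0.45 for ribosomal proteins, -0.26 and -0.12 for proliferation, -0.06 and -0.21 for oxidative phosphorylation, -0.25 and -0.36 for erythroid markers, -0.17 and -0.41 for neutrophil markers and 0.02 and -0.51 for lymphocyte markers. On sides 1 and 2 they were -0.26 and -0.40, -0.18 and -0.20, -0.15 and -0.12, -0.32 and -0.30, 0.02 and -0.61, and 0.02 and -0.52, in the same order. With the side as a block the lymphocyte list lost its call (adjusted p = 0.0536) and the other 5 kept it, and all 6 kept it with the slide as a block. Of 15 alternatives, the call ended under 2 for ribosomal proteins and 2 for erythroid markers, 3 for proliferation, 5 for oxidative phosphorylation, 5 for neutrophil markers and 11 for lymphocyte and natural killer markers. With 1 array left out, it ended in 0, 0, 5, 10, 9 and 10 of 16 fits, in the same order. For these last 2 lists the adjusted p was 0.0698 for both with 75th percentile scaling and 0.0519 and 0.144 with normexp, it was 0.0510 for the lymphocyte list in the authors' value table, and without CC replicates 5, 6 and 7 the means were -0.01 and 0.04.

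Decidua and uterine markers had a mean change of 0.39 that camera did not call (adjusted p = 0.107), with 9 of 18 higher, but BMP2, at 2.43, and the homeobox gene HOXD10, at 2.14 and well above background on 5 EC arrays and 1 CC array, passed when adjusted over the list alone. The Wnt antagonist SFRP2 was at 1.55. By exact permutation of the arrays the mean of this list had p = 0.0134. It lay at percentile 100 of random lists matched on brightness, and was 0.53 without CC replicates 5, 6 and 7. Hypoxia and glycolysis genes were higher for 13 of 22 (adjusted p = 0.129), with ADM, the vasodilator adrenomedullin, at 1.52 as the only member past the threshold adjusted over the list alone, ALDOC at -0.65 and HK2 at 1.44. Placental hormones and steroids were lower for 16 of 24 (adjusted p = 0.129), with NR0B1 at -1.04, which passed adjusted over the list alone, the aromatase CYP19A1 at -1.81 and STAR at -0.84. Oxidative stress response genes were lower for 13 of 16 (adjusted p = 0.0652), with BLVRB at -0.43 and ME1 at 0.96. For lipids, in which the paper found more neutral lipid in EC placentas, no list was called: fatty acid uptake and binding was higher for 19 of 29 (adjusted p = 0.142), with ANGPTL4 at 0.45 and FABP3 at 0.38, fatty acid oxidation for 18 of 27 (0.318), lipogenesis and lipid storage for 10 of 29 (0.598), cholesterol synthesis and efflux for 8 of 22 (0.978) and eicosanoid synthesis for 7 of 14 (0.947), with PTGS1 at -0.81. Antigen presentation was higher for 6 of 19 (0.129), reactive oxygen metabolism for 11 of 30 (0.167), the aryl hydrocarbon response for 2 of 8 (0.775) and nutrient transporters for 12 of 25 (0.844). Cell markers not called were those of endothelium (6 of 13 higher, 0.598), macrophages and myeloid cells (4 of 14, 0.708), stroma and smooth muscle (4 of 17, 0.802) and trophoblast (7 of 18, 0.947). SLC38A2, the transporter SNAT2 that the paper discusses, had a log2 change of 0.12 (standard error 0.29) and EIF4E2 of -0.05 (standard error 0.17).

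By the array's annotation, 3 pairs among the 10 genes with the smallest p higher in EC lie near each other: FBXO32 and KLHL38 on chromosome 3 (starts at 139307852 and 139445810), PMEL and IL23A on chromosome 4 (39506855 and 39915840), and MOSPD2 and CA5B on chromosome X (806538 and 1634793). Whether this is more than chance gives was not tested.

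In the weighing below, the tests of CC replicates 5, 6 and 7 and the test of the receptor and channel lists by brightness were chosen after the results were seen. Of the called lists, 5 higher and 10 lower, chance cannot be excluded for those higher, since 25 of 100 splits of the arrays called as many in one direction (real 5, highest of the others 10). For those lower, with 2 of 100 (real 10, highest of the others 10), it would be excluded only if the arrays were independent. The correlation of arrays that share a code speaks against that. A shift of dim against bright probes between the groups was tested with 10000 random lists matched on brightness. Of the 15 called lists, 13 lay outside their central range. Camera had already picked these lists against other genes, so this count does not decide for the lists as a whole. The shift may account for the peptide and lipid receptor and ion channel lists, which lay inside (lower percentile 10.65). The 3 CC arrays with the lowest share of spots well above background may account for the inflammatory cytokine, neutrophil, lymphocyte, matrix, receptor and channel lists, which kept a median of -5.30% of their mean change without them. For the 5 higher lists (108.475% kept) and the ribosomal, erythroid, proliferation and oxidative phosphorylation lists (70.4% kept) this cannot be told apart, since for 3 of the 5 and for all 4 the change without these arrays, less its standard error, is under 0.5 of the change with them. The exposure remains open beside these for the lists not accounted for.

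Less blood in the EC samples is a candidate explanation of the lower erythroid, neutrophil and lymphocyte markers. With the group means removed, the erythroid mean correlated with the neutrophil mean at r = 0.41 over 16 arrays (permutation p = 0.221, adjusted over the 2 relations 0.442; Spearman's rho 0.37, permutation p = 0.213), and at 0.20 without the 2 arrays farthest from the median. With the lymphocyte mean it was r = 0.0955 (permutation p = 0.773, adjusted 0.773; rho -0.02, permutation p = 0.941), and -0.33 without the 2 farthest. Within slides 1 and 2 the first was 0.12 and 0.49 and the second -0.30 and 0.18. Within EC and CC the first was 0.46 and 0.39 and the second -0.71, against less blood, and 0.32. Neither relation is large enough beside its spread to decide, so less blood and a change in these cells cannot be told apart.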
